# Transgelin-2, a novel cancer stem cell-related biomarker, is a diagnostic and therapeutic target for biliary tract cancer

**DOI:** 10.1186/s12885-024-12082-3

**Published:** 2024-03-20

**Authors:** Jung Hyun Jo, Soo Been Park, Joowon Chung, Taeyun Oh, Hee Seung Lee, Moon Jae Chung, Jeong Youp Park, Seungmin Bang, Seung Woo Park, Dawoon E. Jung, Si Young Song

**Keywords:** Biliary tract cancer, Transgelin-2, Cancer stem cell, Therapy-resistance, Cancer-associated fibroblasts

## Abstract

**Background:**

Biliary tract cancer (BTC) is a relatively rare but aggressive gastrointestinal cancer with a high mortality rate. Cancer stem cell (CSC) populations play crucial roles in tumor biology and are responsible for the low response to anti-cancer treatment and the high recurrence rate. This study investigated the role of Transgelin-2 (*TAGLN2*), overexpressed in CSC in BTC cells, and analyzed its expression in patient tissues and serum to identify potential new targets for BTC.

**Methods:**

*TAGLN2* expression was suppressed by small-interfering or short hairpin RNAs, and its effects on tumor biology were assessed in several BTC cell lines. Furthermore, the effects of *TAGLN2* silencing on gemcitabine-resistant BTC cells, differentially expressed genes, proteins, and sensitivity to therapeutics or radiation were assessed. TAGLN2 expression was also assessed using western blotting and immunohistochemistry in samples obtained from patients with BTC to validate its clinical application.

**Results:**

Suppression of *TAGLN2* in BTC cell lines decreased cell proliferation, migration, invasion, and tumor size, in addition to a reduction in CSC features, including clonogenicity, radioresistance, and chemoresistance. TAGLN2 was highly expressed in BTC tissues, especially in cancer-associated fibroblasts in the stroma. Patients with a low stromal immunohistochemical index had prolonged disease-free survival compared to those with a high stromal immunohistochemical index (11.5 vs. 7.4 months, *P* = 0.013). TAGLN2 expression was higher in the plasma of patients with BTC than that in those with benign diseases. TAGLN2 had a higher area under the curve (0.901) than CA19-9, a validated tumor biomarker (0.799; *P* < 0.001).

**Conclusion:**

TAGLN2 plays a critical role in promoting BTC cell growth and motility and is involved in regulating BTC stemness. Silencing *TAGLN2* expression enhanced cell sensitivity to radiation and chemotherapeutic drugs. The expression of TAGLN2 in patient tissue and plasma suggests its potential to serve as a secretory biomarker for BTC. Overall, targeting *TAGLN2* could be an appropriate therapeutic strategy against advanced cancer following chemotherapy failure.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-024-12082-3.

## Background

Biliary tract cancer (BTC) is a relatively rare but aggressive gastrointestinal cancer with a high mortality rate [1]. Surgical resection is the only curative modality for BTC [2]; although complete resection has been achieved, the recurrence of BTC is high in patients with resected BTC [3] with a poor 5-year survival of 20–30% [4, 5]. Furthermore, most tumors metastasize at diagnosis, imposing difficulties in standard treatments [6]. Therefore, palliative treatments other than systemic chemotherapy or radiotherapy are the only option for patients with unresectable or metastatic BTC. The combined use of gemcitabine and cisplatin is recommended as first-line treatment for these patients [7]. This combination chemotherapy improves progression-free and overall survival, but the median overall survival is no longer than one year in metastatic BTC [8].

Cancer stem cells (CSCs) play crucial roles in tumor initiation, progression, and relapse. Most CSCs show characteristics of epithelial-mesenchymal transition (EMT); therefore, CSCs in BTCs are highly desmoplastic, morphologically heterogenic, aggressive, and resistant to chemotherapy. Previous studies have demonstrated that CSCs in BTC are responsible for the low response to anti-cancer treatment and high recurrence rate [9]. Identifying specific CSC markers for BTC is a dynamic field of research. Several potential markers have been proposed, including CD24, CD44, EpCAM, CD133, and aldehyde dehydrogenase 1 [10–13]. However, the phenotypic heterogeneity and cellular plasticity of CSCs hinder their application [14]. Therefore, identifying a representative CSC marker for BTC and understanding the characteristics of CSCs (especially EMT) in BTC are crucial to improving chemosensitivity and developing targeted therapy for inhibiting EMT.

Several studies have explored the potential of sphere formation, a well-established method for maintaining cells with stem cell-like properties [15–18]. In our previous study, we performed cDNA microarray analysis using adherent and sphere cells from the human BTC cell lines SNU1196 and SNU245 to evaluate the unique molecular patterns of BTC CSCs and identified 70 genes (1.2 > FC (fold change) in spheres and 2 > FC in BTC) [19]. Among the identified genes, *Transgelin-2 (TAGLN2)* was overexpressed in BTC and CSCs. TAGLN2, an actin-binding protein highly expressed by tumor cells, plays a crucial role in determining cell morphology and transformation [20] and has been implicated in various human malignancies [21–32]. The potential involvement of TAGLN2 in metastasis, either through direct interaction with cytoplasmic actin or induced expression of metastasis-related genes, has been reported in several studies [30, 33, 34]. A recent study exploring the role of *TAGLN2* in cancer demonstrated its association with multidrug resistance and metastasis in breast cancer, emphasizing the potential of *TAGLN2*-targeted therapies [35]. Furthermore, *TAGLN2* has been identified as an oncogene related to prognosis and immunity across various cancers [31], and its involvement in tumor proliferation and migration in colorectal cancer has also been documented [28].

In this study, we investigated the malignant behavior of TAGLN2 in BTC cells and analyzed its expression in patient tissue and serum. Suppressing *TAGLN2* expression by short hairpin RNAs (shRNA) decreased cell motility, tumorigenic ability, down-regulated CSC-related markers, and enhanced cell sensitivity to radiation or chemotherapeutics. In patient samples, TAGLN2 expression was enhanced in both cancer tissues and patient serums. Our data suggest that *TAGLN2* is a putative diagnostic marker and therapeutic target for BTC that targets EMT and CSCs.

## Materials and methods

### Cell culture

The human BTC cell lines SNU245, SNU308, SNU478, SNU869, SNU1079, and SNU1196 were purchased from the Korea Cell Line Bank (KCLB, Seoul, Korea). These cell lines were maintained in RPMI1640 (Invitrogen Gibco, Grand Island, NY, USA) supplemented with 10% fetal bovine serum (FBS; Hyclone, Logan, UT, US). NIH-3T3 mouse fibroblast cells were purchased from the American Type Culture Collection (ATCC Manassas, VA, USA) and maintained in DMEM (Invitrogen, Carlsbad, CA, USA) supplemented with 10% FBS. We previously established gemcitabine-resistant BTC cells by escalating doses of gemcitabine treatment in SNU-1196 cells, as described in a previous study [19]. Cells were maintained at 37 °C in a humidified incubator with 5% CO_2_.

### Reagents

Inhibitors and chemotherapy drugs including 5-FU, cisplatin, oxaliplatin, carboplatin, irinotecan, etoposide, erlotinib, crizotinib, and savolitinib were purchased from Selleck Chemicals (Houston, TX, USA); gemcitabine was supplied by Eli Lilly Korea (Seoul, Korea).

### Sphere-formation assay

Sphere formation assay was performed as described in a previous study [35]. Briefly, cells were trypsinized and resuspended at a density of 1 × 10^3^/well in D/F12 (Invitrogen Gibco) medium supplemented with 10 ng/mL epidermal growth factor (R&D Systems Inc., Minneapolis, MN, USA), 10 ng/mL basic fibroblast growth factor (R&D Systems Inc.), 1X insulin-transferring selenium (Invitrogen), 0.5% bovine serum albumin (Invitrogen), and 0.5% FBS in ultra-low attachment culture plates (Corning Inc., Corning, NY, USA). Adherent cultured cells, as a control, were seeded in culture dishes (Nalgene Nunc Intl, Rochester, NY, USA) with a sphere formation medium. After seven days, cells were collected and dissociated with Accutase (Sigma-Aldrich, St. Louis, MO, USA).

### Microarray analysis

Total RNA was extracted from adherent cells and cell spheres of SNU245 and SNU1196 cells using RNeasy Miniprep kits (Qiagen, Valencia, CA, USA). Microarray analysis was performed according to the kit’s protocol [19]. Briefly, double-stranded cDNA was prepared using 6 µg aliquots of total RNA, amplified using polymerase chain reaction (PCR), and labeled with biotin using an IVT labeling kit (Affymetrix, Santa Clara, CA, USA). The labeled cDNA was fragmented and hybridized to an Affymetrix GeneChip Human Genome U133 Plus 2.0 high-density oligonucleotide Array (Affymetrix). The microarrays were then washed using a GeneChip Fluidics Station 450 (Affymetrix) and scanned using a GeneChip Array Scanner 3000 7G (Affymetrix). Expression data were generated using Affymetrix Expression Console software version 1.1 using MAS5 algorithm normalization. The expression intensity data in the CEL file were normalized using the MAS5 algorithm to reduce noise.

### Silencing TAGLN2 expression using shRNA, small interfering RNA (siRNA)

To verify the effects of *TAGLN2* inhibition, a *TAGLN2* knockdown cell line was established by transfecting *TAGLN2* shRNA (targeting sequence: 5′-GTGCTATGTGAGCTCATTAAT-3′) or mock shRNA (targeting sequence: 5′-GGAATCTCATTCGATGCATAC-3′) plasmids (Sure Silencing shRNA plasmids; cat. 336,314 KH19252P) into SNU1196 cells using Lipofectamine 2000 (Invitrogen), followed by treatment with puromycin (2 µg/mL). Single colonies were picked, and TAGLN2 expression was assessed using western blotting. *TAGLN2* siRNA (Santa Cruz Biotechnology, Santa Cruz, CA; sc-106,633) comprising a pool of a target-specific siRNA (siTAGLN2) and control siRNA-A (Santa Cruz Biotechnology; sc-37,007) at 100 pmol/L in 150 nM medium were transfected into SNU1196/GR cells using Lipofectamine RNAiMAX (Invitrogen).

### Semiquantitative reverse-transcription PCR (RT-PCR)

Total RNA was extracted for RT-PCR using RNAeasy Mini kits (Qiagen), and single-stranded cDNA was synthesized using a Superscript II system (Invitrogen), according to the manufacturer’s instructions. The expression of *TAGLN2* was evaluated in gastric cancer spheres and control cells, and the *Actin beta* (*ACTB*) gene was used as the reference gene. The following primers were used for RT-PCR: *TAGLN2* forward primer: 5′-TAT GGC ATT AAC ACC ACT GA-3 ′; *TAGLN2* reverse primer: 5′-GGA TTC TCC TTG GAT TTC TT-3 ′; *ACTB* forward primer: 5′-GGC ATC CTC ACC CTG AAG TA-3′; *ACTB* reverse primer: 5′-GGG GTG TTG AAG GTC TCA AA-3′.

### Western blotting

Western blotting was performed as described in a previous study [19]. Briefly, cells were homogenized in lysis buffer (70 mM glycerophosphate, pH 7.2, 0.6 mM Na vanadate, 2 mM MgCl_2_, 1 mM EGTA, 1 mM DTT, 0.5% Triton X-100, 0.2 mM phenylmethylsulfonyl fluoride, and 1X complete protease inhibitor; Roche Applied Science, Nutley, NJ, USA), incubated on ice for 1 h, centrifuged at 12,000 rpm for 1 h at 4 °C, and the supernatant was collected. Recombinant TAGLN2 (rTAGLN2) was generated by AbFrontier (Seoul, Republic of Korea) by expressing the full-length *TAGLN2* sequence in the pET21a vector in BL21 cells for three days, and the cells were collected. Cells were washed with phosphate-buffered solution (PBS) and cultured with serum-free RPMI (Invitrogen Gibco) for two days for protein precipitation from culture media. The culture supernatant was collected, mixed with acetone, and stored at − 20℃ overnight. The mixture was centrifuged at 13,000 rpm for 30 min at 4 °C, and the pellet was collected and resuspended in lysis buffer. Patient blood samples were collected in 10 mL BD serum tubes, centrifuged at 4 °C for 20 min at 3,000 × g, and 3 µL of the supernatant serum samples were loaded. Primary antibodies against TAGLN2 (Sigma-Aldrich), N-cadherin (Abcam, Cambridge, UK), Snail, Nanog, JAG2, phospho-GSK3, phospho-AKT, phospho-MEK, MAPK, phospho-ERK (Cell Signaling Technology, Inc., Danvers, MA, USA), cMET, occludin, AKT, MEK, ERK, and GAPDH (Santa Cruz Biotechnology) were used. The secondary antibodies used were goat anti-mouse HRP and goat anti-rabbit immunoglobulin G (IgG)-HRP (Santa Cruz Biotechnology; 1:5000). Proteins were visualized using Super Signal® West Pico Chemiluminescent Substrate (Thermo Scientific, Rockford, IL, USA).

### Cell proliferation assay

The cell proliferation assay was performed using WST-1 reagent (Roche Applied Science) according to the manufacturer’s instructions. SNU-1196 cells transfected with TAGLN2 or control shRNA were seeded into 96-well plates at 1 × 10^3^/well in 100 µL culture medium. After 48 h, WST-1 (10 µL) was added to each well and incubated at 37 °C for 1 h. Absorbance was measured at 450 nm using a VersaMax ELISA microplate reader (Molecular Devices, USA).

### Migration and invasion assays

Migration and invasion assays were performed as described in a previous study [35]. For the migration assay, cells were detached and suspended at 1 × 10^5^ cells/mL in serum-free media and plated at a density of 1 × 10^4^ cells/well in 24-well Transwell plates (Costar, Bethesda, MD). For the invasion assay, the upper chamber was pre-coated with Matrigel (1:4 diluted with serum-free medium; BD Biosciences), and cells were seeded at a density of 1 × 10^4^ cells/well. The bottom chamber was filled with the culture medium containing NIH-3T3 fibroblasts. The cells were incubated for 24 and 72 h for migration and invasion assays, respectively. After incubation, cells were fixed with 5% glutaraldehyde for 30 min and stained with 0.1% crystal violet. The cells were completely removed from the upper surface of the membrane using a moist cotton swab. The migrated and invaded cells were counted and photographed under a microscope at 100× magnification. All assays were performed in triplicates.

### Colony formation assay and cell irradiation

Colony formation assay was performed as described in a previous study [35]. Briefly, 3 × 10^2^ cells were suspended in 0.5 mL Difco Noble Agar (0.3%; Becton Dickinson Company, Sparks, MD) supplemented with sphere formation medium and plated in 24-well plates containing 0.6% agar. All samples were plated in triplicates. Cells were incubated for 2–3 weeks in a humidified incubator with 5% CO_2_ at 37 °C, and the sphere formation medium was changed every alternative day. Radioresistance was analyzed by subjecting cells to 0–8 Gy of ionizing radiation (Gammacell 3000 Elan, MDS Nordion, Ottawa, ON, Canada), followed by a colony formation assay.

### Cell viability assay

Cells were seeded at in 96-well plates and treated with inhibitors and chemotherapy drugs at various concentrations for 72 h. Cell viability was evaluated using the 3-(4,5-dimethylthiazol-2yl)-2,5-diphenyltetrazolium bromide (MTT) assay (AMRESCO, Solon, OH, USA) [19]. The half-maximal inhibitory concentration (IC_50_) was analyzed relative to that of the DMSO control. Values are shown as the mean of triplicate wells from three independent experiments for each drug concentration. Absorbance was measured at 570 nm using a VersaMax ELISA microplate reader (Molecular Devices). Dose-effect data for individual drugs and their combinations were analysed for synergism using CompuSyn software (http://www.combosyn.com/).

### Tumorigenicity assays

Tumorigenicity assay was performed as described in a previous study [19]. Briefly, cells were washed with PBS, suspended in serum-free RPMI (Invitrogen Gibco) and Matrigel (BD Biosciences PharMingen; 1:1 volume), and subcutaneously injected into the right flank of six-week-old female BABL/c nude mice (Orient Bio, Seongnam, Korea) [19]. The tumor volume was calculated as V (mm^3^) = (A^2^×B)/2, where A is the diameter perpendicular to the largest dimension, B. After 14–16 weeks, the mice were sacrificed in a CO_2_ chamber, and tumor tissues were fixed in 4% paraformaldehyde. For histological evaluation, tissue samples were embedded in paraffin and stained with hematoxylin and eosin (H&E). All animal experiments were approved by the Committee for the Care and Use of Laboratory Animals of Yonsei University College of Medicine, and the study is reported in accordance with ARRIVE guidelines(https://arriveguidelines.org).

### Patients

We analyzed 41 human BTC tissue samples obtained from surgical resections and 139 human blood samples from 89 patients with BTC, 10 patients with biliary stones, and 40 normal controls at Severance Hospital, Yonsei University College of Medicine. The Ethical Committee for Clinical Research of the Institutional Review Board of Severance Hospital, Yonsei University College of Medicine, Seoul, Korea, approved the study protocol (IRB approval code:4-2011-0625; November 24, 2011). All procedures involving human participants were performed in accordance with the ethical standards of the Institutional Research Committee and the 1964 Declaration of Helsinki and its later amendments or comparable ethical standards. Written informed consent was obtained from all subjects. Information regarding patient demographics and clinical data were obtained from electronic medical records, including age at diagnosis, sex, tumor stage at diagnosis, and serum carcinoembryonic antigen (CEA) levels. Tumors were staged according to the 7th edition of the American Joint Committee on Cancer (AJCC) staging classification.

### Immunohistochemical and immunofluorescence staining

Immunohistochemical and immunofluorescence staining were performed as described in a previous study [35]. For immunohistochemical staining, tissue slides were deparaffinized in xylene and rehydrated in graded alcohol. Endogenous peroxidase activity was blocked with 0.3% (v/v) hydrogen peroxide in methanol. Antigen retrieval was performed by microwaving the slides in a sodium citrate buffer (0.01 M, pH 6.0) for 5 min. To block nonspecific staining, sections were incubated with 10% (v/v) normal donkey serum for 1 h; then, the sections were incubated with appropriate antibodies overnight at 4 °C. Subsequent reactions were performed using Envision kits (Dako Cytomation California, Inc., Carpinteria, CA, USA) following the manufacturer’s instructions. Immunoreactions were developed with the DAKO Liquid diaminobenzidine substrate-chromogen system (DAB+) and counterstained with Harris hematoxylin (Sigma-Aldrich). The reaction was subsequently carried out with an LSAB + Kit (Dako), and sections were counterstained with Mayer’s hematoxylin, dehydrated, and observed under a BX51 microscope (Olympus, Tokyo, Japan). For immunofluorescence staining, tissue slides were visualized using Cy5-goat anti-rabbit IgG dissolved in an antibody diluent and incubated for 30 min at room temperature [35]. Between each step, three washing steps of 5 min each were performed on a rocking platform using PBS. The slides were cover-slipped using a mounting medium for observing fluorescence with DAPI (Vecta shield H-1200; Vector Laboratories, Inc. Burlingame, CA, USA). Primary antibodies against TAGLN2 (Sigma-Aldrich), alpha-smooth muscle actin (α-SMA), fibroblast-associated protein (FAP), and cytokeratin-7 (CK-7) (Santa Cruz Biotechnology) were used.

### Statistical analysis

Categorical data were analyzed using χ^2^ and Fisher’s exact tests. Student’s t-test and Mann–Whitney U test were used for continuous variables. Survival was estimated and compared using Kaplan–Meier analysis with a log-rank test. Serum TAGLN2 and CA19–9 levels were compared between patients with benign and biliary cancer using the non-parametric Kruskal–Wallis test. The cut-off value, receiver operating characteristic (ROC) curve, area under the ROC curve (AUC), and 95% confidence intervals (CI) were determined. All statistical analyses were performed using IBM SPSS Statistics for Windows (version 25.0; IBM Corp., Armonk, NY). A *P*-value of < 0.05 was considered statistically significant.

## Results

### TAGLN2 is differentially expressed in BTC sphere cells

Estimation of the sphere-forming capacities of different human BTC cell lines (3 × 10^3^/well) revealed that SNU245, SNU308, SNU869, and SNU1196 reproducibly formed spheres (126.33 ± 5.51, 102.67 ± 4.62, 270.0 ± 10.1, and 117.0 ± 6.08 per well, respectively) in vitro, whereas SNU478 partially formed and SNU1079 did not form spheres and remained as aggregated cell clusters (Fig. 1A, Supplementary Fig. 1A). Analysis of differentially expressed genes (DEGs) revealed the upregulation of Hedgehog signaling pathway-associated genes (*IHH* and *Gli1)*, Wnt signaling pathway-associated genes (*FZD7*, *beta catenin*), other stemness-associated genes (*Notch3*), epithelial-to-mesenchymal transition-associated genes (*cMET* and *vimentin*), and liver cancer stem cell surface marker (*CD24* and *CD90*) in sphere-cultured SNU245, SU308, SNU869, and SNU1196 cells (Fig. 1B, Supplementary Fig. 1B). Concordantly, western blot analysis revealed elevated expression of cMET, phospho-AKT, and phospho-ERK in the spheres (Fig. 1C, Supplementary Fig. 1C). The injection of adherent and sphere-cultured SNU1196 cells (1 × 10^3^) into BABL/c nude mice showed larger tumors with poorer differentiation in the sphere-cultured cells than those in the adherent cells at 12 weeks which indicated the enhanced tumorigenic ability of sphere-cultured cells in vivo (Fig. 1D, Supplementary Fig. 1D). In addition, the DEGs were further confirmed by microarray analysis. 

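RNA of adherent and sphere-cultured cells from 2 human BTC cell lines, SNU245 and SNU1196, was measured on 8 Affymetrix U133 Plus 2.0 arrays, with 2 replicates of each culture of each line. Cells were seeded at 1000 per well for spheres, adherent controls grew in the same medium, and both were collected after 7 days. Nothing in the paper or the sample labels says that the replicates are separate cultures, so the p-values measure only the spread between these arrays, which may be technical. The methods name the MAS5 algorithm of Expression Console 1.1. The values used here are log2 signals per probe set, with a median of 5.09 to 5.23 on each array, and the paper does not state which step put them on this scale. Each gene was represented by its probe set with the highest mean signal, and 13084 genes with a mean log2 signal above 5.18 were tested. A gene with a mean below 6.03 in both cultures of a line, a level set from 135 olfactory receptor probe sets, is called at background there and gets no fold. Spheres were compared with adherent cells in each line by limma, which takes a common spread from all 4 groups, and adjusted p-values are those of Benjamini and Hochberg with a threshold of 0.05. The spread was uneven, with a median SD within groups of 0.41 in SNU245 and 0.12 in SNU1196 (log2). Rank correlations between arrays of a line were 0.940 to 0.981 in SNU245 and 0.987 to 0.994 in SNU1196. The SNU245 sphere array of replicate 1 had a mean hybridization control signal of 11.72, against 10.62 to 10.84 on the other 7 arrays, and an 18S rRNA signal of 8.47, against 5.41 to 6.97.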

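Of the 9 genes that the paper names for sphere-cultured cells, none passed the test in either line, whether the adjustment ran over all genes or over the 9 alone, and none had an unadjusted p under 0.05 in limma. In SNU245, 7 of the 9 were above background, with 3 higher and 4 lower in spheres; 0 were over 1.2-fold higher and 3 were over 1.2-fold lower. In SNU1196, 7 were above background, with 3 higher and 4 lower; 1 (NOTCH3) was over 1.2-fold higher and 2 (FZD7 and MET) were over 1.2-fold lower. MET, which encodes the receptor of hepatocyte growth factor, had a mean log2 signal of 12.40 ± 0.17 (SD, n = 2 arrays) in adherent SNU245 cells and 11.99 ± 0.94 in spheres, a change of −0.40 (SE 0.40). Its signal was 10.76 ± 0.13 in adherent SNU1196 cells and 10.02 ± 0.0096 in spheres, a change of −0.75 (SE 0.40). The Hedgehog ligand IHH changed by 0.18 (SE 0.25) in SNU245 and −0.12 in SNU1196 on the log2 scale, and GLI1 was at background in both lines. The Wnt receptor FZD7 had values of 0.02 and −0.34 (SE 0.36), CTNNB1, which encodes beta catenin, −0.03 and 0.08 (SE 0.23), and NOTCH3 −0.85 and 0.34 (SE 0.67). CD24 was −0.61 in SNU245 and 0.03 in SNU1196 (SE 0.38). Vimentin (VIM) was at background in SNU245 and −0.04 in SNU1196 (SE 0.32), and THY1, which encodes CD90, was 0.26 in SNU245 (SE 0.25) and at background in SNU1196. IHH in SNU1196 spheres and THY1 in adherent SNU245 cells lie below background. The SNU245 counts rest on single arrays and on the choice of probe set. Without SNU245 sphere replicate 1, 1 gene (FZD7) was over 1.2-fold higher and 0 were lower, and without SNU245 adherent replicate 2, 2 (IHH and FZD7) were higher and 1 (MET) lower. Without either of the other SNU245 arrays, 1 (THY1) was higher and 4 (FZD7, NOTCH3, MET and CD24) were lower. The SNU1196 count of genes over 1.2-fold higher moved too. It was 0 without SNU1196 adherent replicate 1, without SNU1196 sphere replicate 1 or with the mean of probe sets. Without SNU1196 adherent replicate 2 or SNU1196 sphere replicate 2, IHH and NOTCH3 were counted as higher. IHH was then represented by its other probe set. The SNU1196 means of that probe set, 5.39 in adherent cells and 5.54 in spheres, lie below background, so this is not a measured fold. On the probe set used above, IHH was not higher in these settings. FZD7 and MET were over 1.2-fold lower in SNU1196 under each of the settings named for this line. The change of MET in SNU245 was 0.10 with the mean of its probe sets and 0.26 without SNU245 sphere replicate 1, and that of NOTCH3 was 0.18 without SNU245 adherent replicate 2. In a fit of the 4 SNU1196 arrays alone, MET passed as lower in spheres (adjusted p = 0.0052), and 2 of the 9 were lower when adjusted over the list alone.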

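Gene lists for the pathways of these markers, tested by camera, did not pass in either line. The median log2 changes in SNU245 and SNU1196 were 0.02 and −0.02 for 12 Hedgehog genes (adjusted p = 0.946 and 0.787), 0.02 and 0.13 for 24 Notch genes (0.957 and 0.296) and 0.08 and −0.01 for 26 Wnt genes (0.178 and 0.569). They were 0.21 and 0.01 for 10 cancer stem cell markers (adjusted p = 0.193 and 0.171) and 0.13 and 0.06 for 11 mesenchymal markers (0.193 and 0.569). Not all of these genes were above background in SNU245 and SNU1196. Those that were number 7 and 6 for Hedgehog, 18 and 18 for Notch and 23 and 25 for Wnt. They number 10 and 7 for the stem cell and 5 and 8 for the mesenchymal markers. With these genes alone the lists did not pass either. Among single genes, LGR5, a receptor found on stem cells, had opposite differences in the 2 lines. Its log2 signal was 2.50 higher in SNU245 spheres (SE 0.22, adjusted p = 0.0525) and fell by 1.37 in SNU1196 spheres (adjusted p = 0.588). In the limma fit of the 4 SNU1196 arrays alone, LGR5 passed as lower (adjusted p = 0.0013). In that of the 4 SNU245 arrays alone, 0 genes passed. Its means of 4.77 in adherent SNU245 cells and 4.92 in SNU1196 spheres lie below background, so the sizes of these differences are not measured folds. The difference between the lines, −3.87, passed the interaction test of limma (adjusted p = 0.0336); without any 1 of the 8 arrays it did not pass. Adjusted over its list alone, LGR5 passed in both lines. DKK1, a secreted Wnt antagonist (log2 change −2.50), and ALDH1A1, an aldehyde dehydrogenase used as a stem cell marker (2.35), passed in SNU245 over their lists alone. DKK1 was chosen here after its values were seen.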

Subsequently, we focused on the DEGs upregulated in spheres in both cell lines as well as in tissues obtained from patients with BTC (*n* = 6). Among these genes, *TAGLN2* was upregulated 1.7-, 1.5-, and 7.7-folds in SNU245, SNU1196, and BTC tissues, respectively (Fig. 1E). These results were further confirmed by the elevated expression of TAGLN2 in the spheres determined using western blot analysis (Fig. 1C, Supplementary Fig. 1C). Moreover, *TAGLN2* was constitutively expressed in all BTC cell lines, with differences in the basal expression levels (Fig. 1F).

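In tests of gene lists, 3 lists shifted the same way in the spheres of both lines. Genes of cholesterol synthesis and of hypoxia and glycolysis rose, and target genes of YAP, a transcription coactivator that responds to attachment and cell shape, fell. Of 18 cholesterol synthesis genes, 16 were higher in SNU245 spheres and 17 in SNU1196 spheres, with median log2 changes of 0.52 and 0.42 (camera, adjusted p = 0.0020 and 1.46e-07; adjusted p = 0.705 and 0.475 with an estimated correlation). IDI1, an isomerase of this pathway, was 0.91 and 0.56 higher, and FDPS −0.03 and 0.54 (log2). Of 23 hypoxia and glycolysis genes, 16 and 18 were higher, with medians of 0.28 and 0.23 (adjusted p = 0.0316 and 3.95e-07; adjusted p = 0.761 and 0.472 with an estimated correlation). LDHA changed by 0.52 and 0.14 and ALDOA by 0.11 and 0.08. Of 18 YAP target genes, 15 and 14 were lower, with medians of −0.82 and −0.44 (adjusted p = 2.71e-05 and 0.000552; adjusted p = 0.426 and 0.472 with an estimated correlation). AJUBA changed by −1.45 and −1.01 and MYOF by −1.01 and −0.27. The estimated correlation rests on 4 residual degrees of freedom, so not passing with it does not show that a list is unshifted. Without SNU245 adherent replicate 1 or SNU245 sphere replicate 2, the cholesterol and the hypoxia lists did not pass in SNU245. Such sharing is not particular to the cultures. With each line fitted alone, 4 lists passed with the same direction by culture in both lines, and 1, the unfolded protein response, with opposite directions. When the SNU245 arrays were instead parted by replicate number, 6 passed with the direction of the SNU1196 cultures and 2 with the opposite one. When they were parted across culture and number, these counts were 4 and 0. The sign of these 2 splits is arbitrary, so only the lists that passed in both lines compare: 8 and 4, against 5 by culture. The cholesterol list was among those of both of these splits, the hypoxia list of the former and the YAP list of the latter.
Between spheres and adherent cells of a line, none of the 13084 tested genes passed at an adjusted p under 0.05 in the limma fit of all 8 arrays. The smallest adjusted p was 0.0525 in SNU245 and 0.464 in SNU1196. At an unadjusted p under 0.05, 1020 genes differed in SNU245 (432 higher and 588 lower in spheres) and 139 in SNU1196 (76 higher and 63 lower), where chance alone gives 654.2. A t-test, which the paper's statistics section names for continuous variables, gave 180 higher and 149 lower genes in SNU245 and 621 higher and 699 lower in SNU1196 before adjustment. After adjustment it gave 0 in SNU245 and 1 in SNU1196, FTL (log2 change −0.13). Without SNU245 sphere replicate 2, 84 genes were higher and 349 lower in SNU245. Without SNU245 adherent replicate 1, 3 were lower (CDSN, GPAT3 and TM4SF1). Without SNU245 sphere replicate 1, 1 was higher (ALDH1A1), and without each of the SNU1196 arrays, 1 was higher (APCDD1). APCDD1 changed by 3.43 in SNU245, and it also passed there with no filter on signal (limma, adjusted p = 0.00307). The filter works on the mean of all arrays, so it can leave out genes with signal in 1 line only. With no filter, 4 genes were higher and 3 lower in SNU245, among them CD36 (5.41) and CDKN2B (−3.45). The genes named for these settings were named after their values were seen. The 4 SNU1196 arrays fitted alone gave 158 higher and 162 lower genes, and the 4 SNU245 arrays alone 0 and 0. On simulated data with the spread of each line, the common spread suited neither line. Of the calls in SNU245 59.9% were false, and in SNU1196 4.48% of genes changed 2-fold were recovered. The same fit of the real arrays made 0 calls in SNU245, so 59.9% is not an error rate of the results here.

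**Figure D1:**
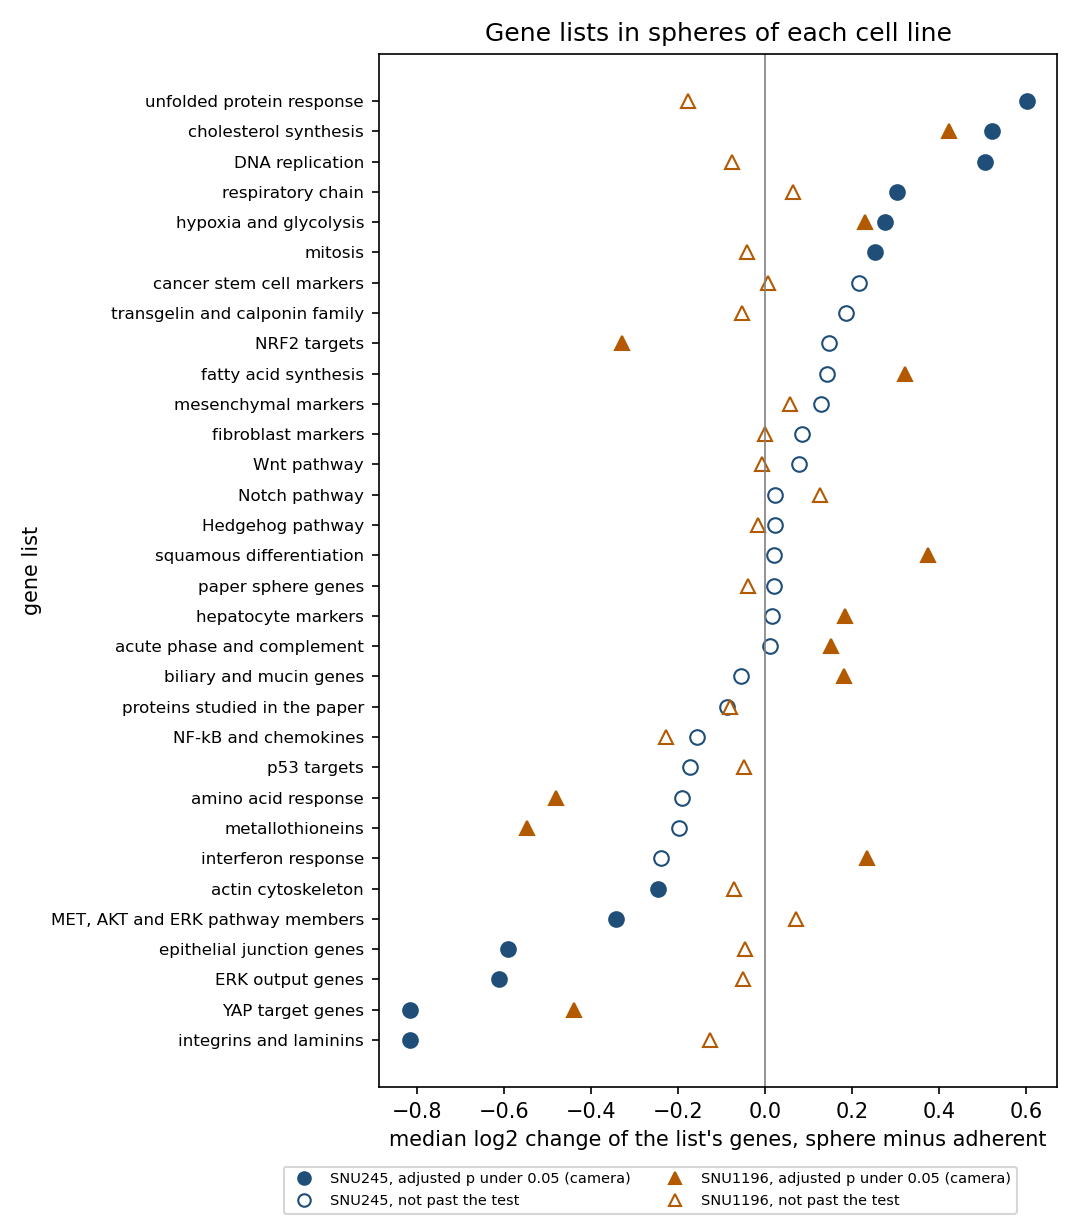
Median log2 change of each of 32 gene lists in spheres against adherent cells of SNU245 (circles) and SNU1196 (triangles). Filled symbols mark an adjusted p under 0.05 in camera with its preset correlation of 0.01. With an estimated correlation, which rests on 4 residual degrees of freedom, 0 lists pass in either line.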

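Other gene lists passed in 1 line in the fit of all arrays. The lines differed for these lists in a camera test of the interaction, apart from actin cytoskeleton, acute phase and complement, fatty acid synthesis, amino acid response and hepatocyte markers, while with an estimated correlation 0 lists differed. In SNU245 spheres, genes of DNA replication, mitosis, the unfolded protein response and the respiratory chain rose, while genes of adhesion to matrix and neighbouring cells and genes induced by ERK fell. Of 24 DNA replication genes, 23 were higher (median 0.51, adjusted p = 2.22e-06), with PCNA at 0.63 and RRM2 at 0.44. Of 24 mitosis genes, 20 were higher (0.25, 0.00576), with CCNB1 at 0.78. Of 18 genes of the unfolded protein response, 16 were higher (0.60, 4.26e-05), with the chaperone HSPA5 at 0.81, and 22 of 22 respiratory chain genes were higher (0.30, 0.000112), with COX6C at 0.40. With an estimated correlation, the adjusted p was 0.426, 0.705, 0.426 and 0.514 for these 4 lists. In SNU1196 spheres, 18 of 22 respiratory chain genes were higher (camera, adjusted p = 0.0511). With only genes above background, this list passed there too (camera, adjusted p = 0.0239). With each line fitted alone, it passed in both lines with the same direction, and the unfolded protein response passed with opposite directions. Of 15 integrin and laminin genes, 13 were lower in SNU245 spheres (−0.82, 4.26e-05), with ITGB1 at −1.14. Of 23 epithelial junction genes, 22 were lower (−0.59, 3.52e-05), with DSP at −1.17 and EPCAM at −0.06. Of 23 actin cytoskeleton genes, 18 were lower (−0.25, 0.0202), with ACTB at −0.23. With an estimated correlation, the adjusted p was 0.426, 0.426 and 0.514. Of 17 ERK output genes, 15 were lower (−0.61, 2.71e-05), with IER3 at −0.41 and PHLDA1 at −0.81, and 10 of 12 members of the MET, AKT and ERK pathways were lower (−0.34, 0.0202), with SHC1 at −0.39. With an estimated correlation, the adjusted p was 0.228 and 0.705; in fry, ERK output was the only list that passed (0.0323). Some of these did not pass when 1 SNU245 array was left out: mitosis without adherent replicate 2 or sphere replicate 2, the unfolded protein response without sphere replicate 2, the respiratory chain without adherent replicate 2, and integrins and laminins without sphere replicate 1. The MET, AKT and ERK list did not pass without adherent replicate 2 or sphere replicate 1, and the actin cytoskeleton without these 2 or sphere replicate 2. With the mean of probe sets neither of these lists passed, and with quantile normalization the MET, AKT and ERK list did not. With SNU245 fitted alone, 12 lists passed by culture, 13 with the arrays parted by replicate number and 6 parted across culture and number. This many lists passing in SNU245 is thus not particular to the cultures.
In SNU1196 spheres, genes of squamous differentiation and of biliary cells and mucins rose, while metallothioneins, targets of the oxidative stress factor NRF2 and genes of the amino acid response fell. Of 12 squamous differentiation genes, 12 were higher (0.37, adjusted p = 6.15e-08), with KLK7 at 0.97 and KLK5 at 0.33; only 7 of them were above background in this line (7 higher, median 0.88). Of 21 biliary and mucin genes, 19 were higher (0.18, 1.46e-07), with KRT8 at 0.26 and KRT18 at 0.01. Interferon response genes were higher in 14 of 15 (0.23, 0.000905; IFI27 0.22), acute phase and complement genes in 4 of 5 (0.15, 0.00134), of which only LCN2 (1.59) and SLPI (1.24) were above background, and fatty acid synthesis genes in 8 of 11 (0.32, 0.0305; SCD 0.97). With an estimated correlation, the adjusted p was 0.246, 0.246, 0.475, 0.475 and 0.558. Of the interferon genes only 10 were above background in SNU1196 (9 higher; camera with genes above background, adjusted p = 0.0239). Of the biliary and mucin genes 15 were (13 higher; 1.02e-07). Hepatocyte markers were higher in 4 of 6 (0.18, 0.0080; adjusted p = 0.472 with an estimated correlation), with SERPINA1 at 1.42; only 3 of the 6 were above background, and the list did not pass with the mean of probe sets. Of 18 NRF2 targets, 17 were lower (−0.33, 1.46e-07), with NQO1 at −0.18 and AKR1C1 at −0.21. All 7 metallothioneins were lower (−0.55, 6.06e-07), with MT2A at −0.43, and 15 of 18 amino acid response genes were lower (−0.48, 0.00585), with ATF4 at −0.02. With an estimated correlation, the adjusted p was 0.472, 0.472 and 0.637. The fatty acid list did not pass without SNU1196 adherent replicate 1 or SNU1196 sphere replicate 2, or with no filter. Summed over all 36 lists, with each gene adjusted over its list alone, 18 entries passed in SNU245 and 12 in SNU1196.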

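TAGLN2, an actin-binding protein of the transgelin and calponin family, had a higher signal in spheres than in adherent cells of both lines, but the difference passed the test in neither. In SNU245, its mean log2 signal was 10.94 ± 0.60 (SD, n = 2 arrays) in adherent cells and 11.64 ± 0.57 in spheres, a change of 0.71 (SE 0.36) or 1.63-fold (adjusted p = 0.702 in limma). In SNU1196, it was 11.16 ± 0.11 in adherent cells and 11.72 ± 0.12 in spheres, a change of 0.56 (SE 0.36) or 1.48-fold (adjusted p = 1.00). On this probe set, both sphere arrays lay above both adherent arrays in SNU1196 but not in SNU245. An exact permutation test of TAGLN2 gave p = 0.667 in SNU245 and p = 0.333 in SNU1196, the smallest value that 2 against 2 arrays can give. The other TAGLN2 probe set showed changes of 0.88 and 0.57, with sphere and adherent arrays overlapping in both lines. Of 13084 genes ranked by rise in spheres, TAGLN2 was number 582 in SNU245, 177 in SNU1196 and 35 by the smaller of the changes in the 2 lines, and its mean signal was at percentile 95.7. The family as a list did not shift (6 genes, median 0.19 and −0.05; camera, adjusted p = 0.441 and 0.787), and CNN2, its next most abundant member, changed by −0.20 and 0.11. The paper focused on genes that were upregulated in the spheres of both lines and in BTC tissues and, from TAGLN2 being among them (Fig. 1E), selected it for study. The SNU245 change was 0.28 without adherent replicate 2, 0.30 without sphere replicate 1, 1.13 without adherent replicate 1 and 1.11 without sphere replicate 2 of that line. In a fit of the 4 SNU1196 arrays alone, TAGLN2 passed as higher (adjusted p = 0.0145), and over the other settings with an adjustment, apart from crossed replicate blocks, its adjusted p in SNU1196 was 0.0562 to 1.00.

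**Figure D2:**
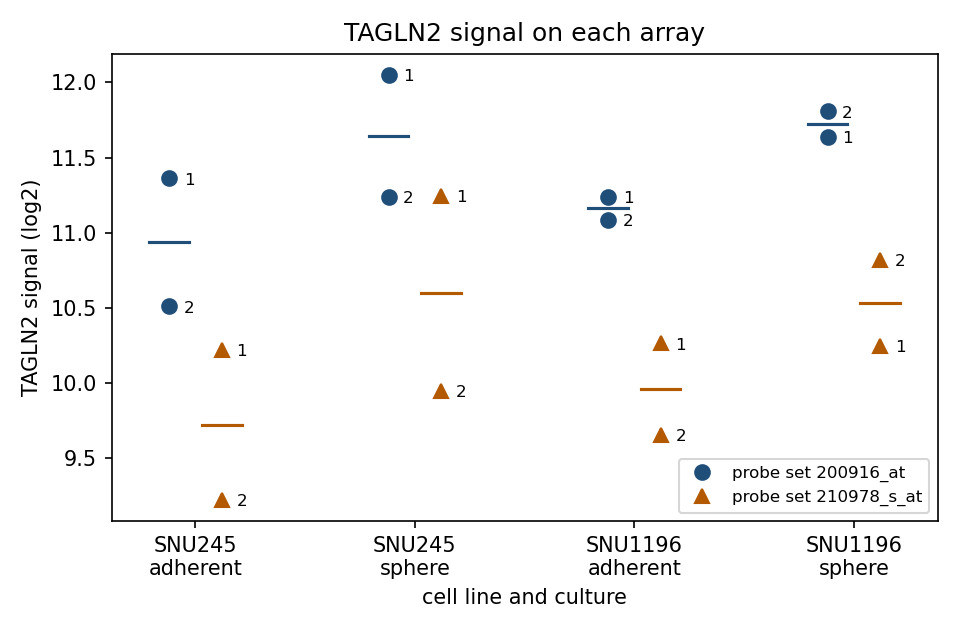
Log2 signal of the 2 TAGLN2 probe sets on each of the 8 arrays. Numbers beside the points are replicate numbers, and lines are group means of 2 arrays.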

**Fig. 1:**
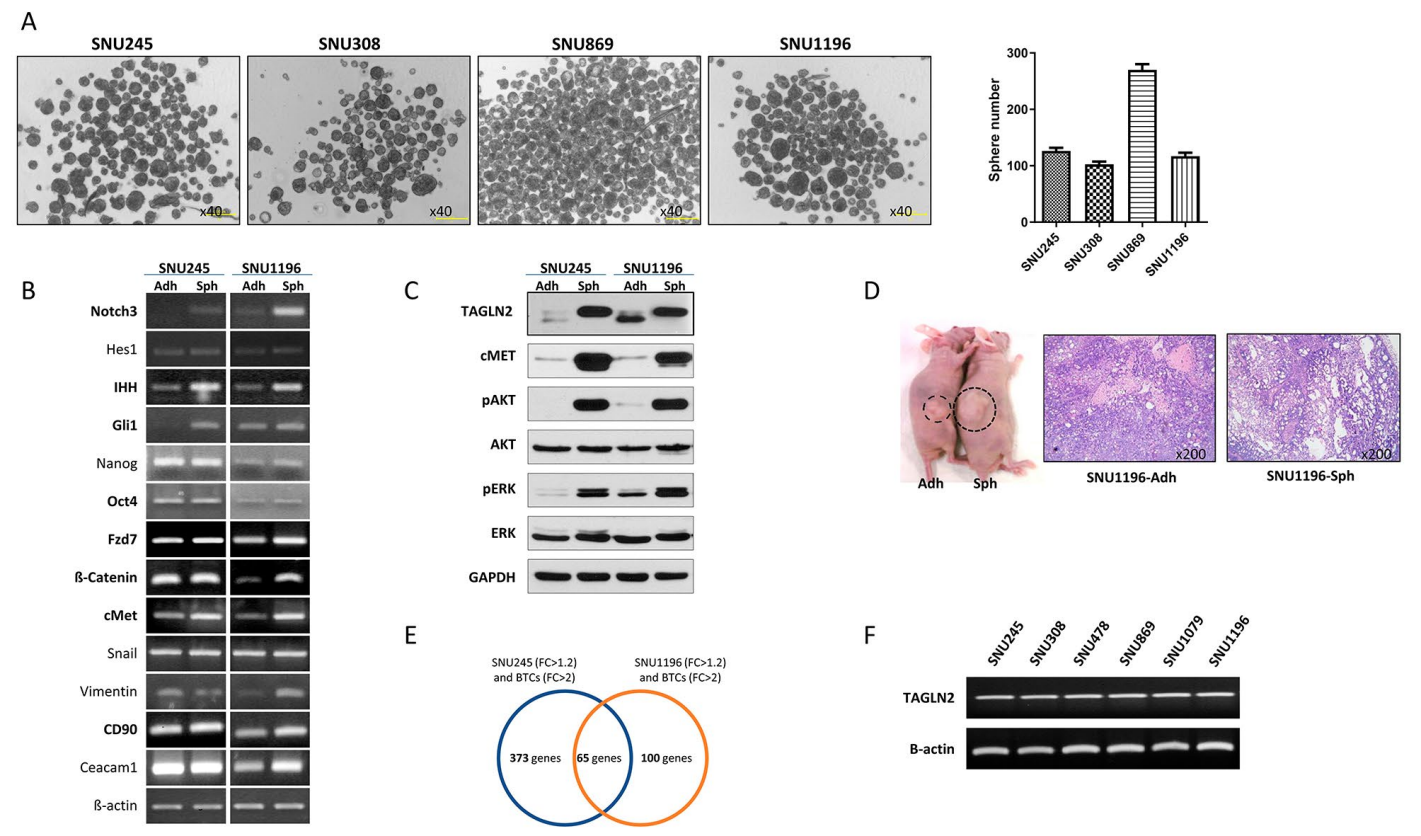
Expression of *Transgelin-2* (TAGLN2) in the biliary tract cancer cell (BTC)-spheres. (**A**) Sphere-formation assays of BTC cell lines, including SNU245, SNU308, SNU869, and SNU1196. The cells were maintained in growth media and plated onto culture dishes or ultra-low attached plates in sphere media. (**B**) Differentially expressed genes and (**C**) proteins analyzed in sphere-cultured cells in SNU245 and SNU1196. (**D**) Tumorigenesis was performed using adherent and sphere-cultured SNU1196 in vivo. (**E**) Differentially expressed genes were analyzed using microarray analysis; 65 genes were overexpressed in both sphere cultured SNU245 and SNU1196 cells (Fold change, FC > 1.2) as well as in biliary tract cancer patient tissues (FC > 2); *TAGLN2* was selected from the microarray analysis. (**F**)*TAGLN2* expression in all BTC cell lines analyzed using PCR. In B, C, D, and F: Adh, adherent cells; Sph, sphere cells

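Counted by fold alone, with no test, 3052 of 13084 genes were more than 1.2-fold higher in SNU245 spheres than in adherent cells and 1113 in SNU1196 spheres. Of these, 343 were higher in both lines, where independent lists of these sizes would share 259.6. The count of 343 became 539 with quantile normalization and 221 with an offset of 32 on the linear scale. More than 1.2-fold lower were 3337 genes in SNU245 and 1810 in SNU1196, with 901 in both, where 461.6 would be shared. Both sphere arrays lay above both adherent arrays in both lines for 124 of the 343 and below them for 305 of the 901. An unadjusted p under 0.05 in both lines was reached by 11 genes that were higher and 13 that were lower. The changes in the 2 lines correlated weakly across genes (r = 0.206). A split of the SNU245 arrays that does not part the cultures (adherent replicate 2 and sphere replicate 1 against the others) correlated with the SNU1196 change about as much (r = 0.195). The split by replicate number gave r = −0.145. The sign of these 2 splits is arbitrary. When the SNU245 arrays were instead parted by replicate number, 9191 genes differed more than 1.2-fold either way, against 6389 between the cultures. In SNU1196, these counts were 587 and 2923. Without SNU245 sphere replicate 2, 4915 genes were over 1.2-fold higher in SNU245. These counts include genes at background, whose changes are not measured folds. Without those, 2614 of 10695 genes were higher in SNU245 and 883 of 10691 in SNU1196, and of 10006 genes above background in both lines 270 were higher in both, where 189.1 would be shared.
The genes with the largest rise in the line where they rose less include CLDN2, a claudin of tight junctions (log2 change 1.97 in SNU245 and 1.40 in SNU1196), the glycolytic enzyme ALDOC (1.32 and 1.72), and UGT1A6, which conjugates phenols and drugs (1.10 and 1.61). They also include PPP1R1B (1.07 and 1.88), ANKRD37, which hypoxia induces (1.59 and 1.03), the interferon-induced IFITM1 (1.95 and 1.01), INSIG1, a regulator of sterol synthesis (0.95 and 0.93), PLEKHB1 (1.48 and 0.84), TRAPPC6A (1.28 and 0.72) and QPRT (0.69 and 0.71). With the largest fall were the caveolins CAV2 (−1.02 and −1.02) and CAV1 (−0.98 and −1.40), CPEB2 (−1.40 and −1.01), AJUBA (−1.45 and −1.01), ANTXR2 (−1.40 and −0.95) and the transcription factor ETS1 (−2.51 and −0.94). MGLL (−1.54 and −0.89), TXNRD1 (−1.21 and −0.87), SYNJ1 (−1.04 and −0.86) and NT5E (−1.14 and −0.86) complete the 10. None of these 20 genes passed the test in either line in the fit of all arrays. In the fit of SNU1196 alone 19 passed there (all but SYNJ1), and in that of SNU245 alone 0 passed. As the genes were picked for large changes on these same arrays, the 19 are no separate evidence. INSIG1, TRAPPC6A, CAV1, SYNJ1 and NT5E did not have separate arrays in SNU245. A culture lies below background for ANKRD37, PLEKHB1, CAV1, ETS1 and SYNJ1 in SNU245 and for UGT1A6 and SYNJ1 in SNU1196, so their sizes there are not measured folds.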

The IC_50_ for crizotinib ranged from 0.31 nM to 3.72 µM, while that of savolitinib was 112 µM and higher in BTC cells. Treatment of the cells with cMET inhibitors, crizotinib and savolitinib, altered the cell viability, particularly at concentrations higher than those of respective IC_50_ values (Supplementary Fig. 2A). Furthermore, exposure of the spheres to both inhibitors (at 50 nM) reduced the number and size of the spheres (Supplementary Fig. 2B). These findings provide evidence that the targeted inhibition of cMET specifically impedes cell viability in sphere-cultured cells.

### Suppression of TAGLN2 expression reduces the proliferation and motility of BTC cells in vitro and in vivo

To evaluate the functional role of *TAGLN2*, we suppressed *TAGLN2* expression in SNU1196 using shRNA. The evaluation of the effect of *TAGLN2* suppression on the expression of EMT-associated proteins demonstrated their considerable downregulation, including those of the mesenchymal markers N-cadherin, Snail, and JAG2; however, the expression of occludin did not change (Fig. 2A). After shTAGLN2-1 and shTAGLN2-2 treatment, SNU-1196 cell proliferation was significantly suppressed by an average of approximately 63% (36.84 ± 0.31%) and 50% (50.48 ± 0.19%), respectively. Concurrently, treatment with shTAGLN2-1 and shTAGLN2-2 also significantly reduced the migration (by 29.51 ± 1.94% and 40.88 ± 1.03%, respectively) and invasion (by 11.71 ± 0.42% and 7.81 ± 0.17%, respectively) of SNU1196 cells compared to control vector-transfected (shCon) SNU1196 cells (Fig. 2B–D). TAGLN2 expression also altered tumorigenicity in vivo. The injection of shTAGLN2-1 and shTAGLN2-2 to mice resulted in significantly undersized tumor mass in the shTAGLN2-1 (*n* = 5, 3.75 ± 5.13 mm^3^, mean ± SEM) and shTAGLN2-2 (*n* = 5, 63.81 ± 24.5 mm^3^) groups, compared to that in the shCon group (*n* = 5, 402 ± 233.13 mm^3^) (Fig. 2E). Immunohistochemical analysis using antibodies against TAGLN2 and Ki-67, a proliferation marker, on xenograft tumors demonstrated decreased Ki-67 expression in shTAGLN2-1- and shTAGLN2-2-treated groups compared to that in the shCon-treated group (Fig. 2F, Supplementary Fig. 3).

**Fig. 2:**
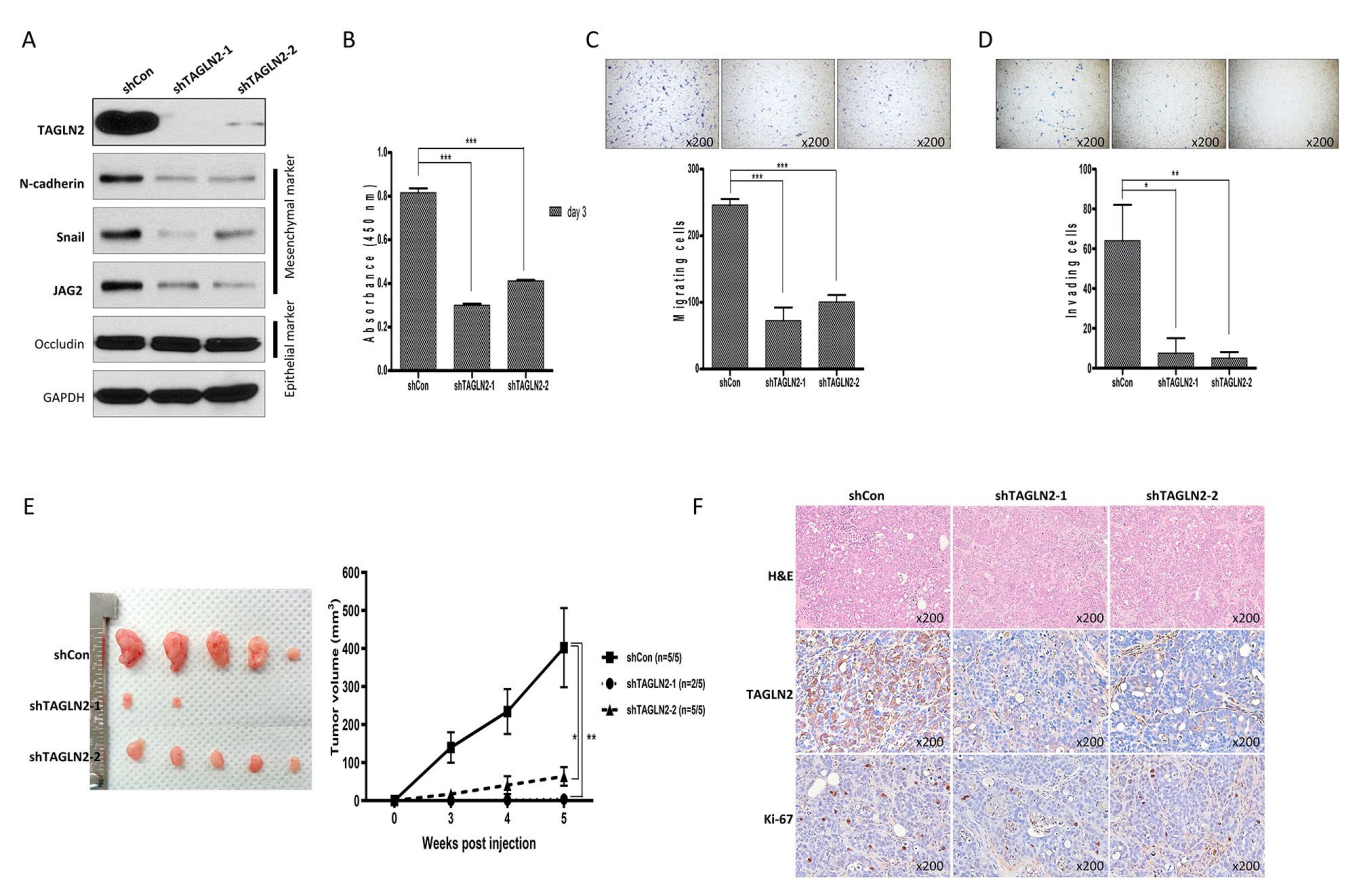
Suppressing *TAGLN2* expression reduces cell proliferation, migration, and tumorigenic ability. (**A**) The effect of *TAGLN2* suppression on the expression of EMT-associated proteins, including mesenchymal markers N-cadherin, Snail, and JAG2 and epithelial marker occludin. (**B–D**) *TAGLN2* suppression by shRNA reduces (**B**) cell proliferation, (**C**) migration, and (**D**) invasion; ***, *P* < 0.001 shTAGLN2-1- and shTAGLN2-2-transfected vs. control vector-transfected (shCon) SNU1196 cells. (**E**) Injection of shTAGLN2-1, shTAGLN2-2 cells suppressing *TAGLN2* expression into mice reduces the tumor mass in treated groups compared to the shCon group; *n* = 5 in each group, Data represents mean ± SEM. (**F**) The expression of Ki67, a cell proliferation marker in *TAGLN2*-suppressed mice tumor tissues

### Suppressing *TAGLN2* expression reduces cancer stem cell characteristics

Sphere formation assay demonstrated that the number and size of spheres were decreased two-fold in cells with suppressed *TAGLN2* (shTAGLN2-1, -2) compared to those in control vector-transfected cells (Fig. 3A). The colony-forming assay revealed a significant reduction in clonogenic capacity in shTAGLN2-1 and − 2 transfected cells by 35.73 ± 1.54% and 51.82 ± 2.39%, respectively, compared to the shCon-transfected cells (*P* < 0.001; Fig. 3B). Furthermore, the expression of stemness-associated markers, including c-MET, phospho-AKT, and Nanog, decreased in SNU1196 and SNU308 cells, in which *TAGLN2* was suppressed by either shRNA or siRNA (Fig. 3C). To validate whether *TAGLN2* expression regulates cMET, phospho-AKT, and Nanog, SNU245, SNU308, and SNU1196 cells were treated with rTAGLN2 protein at 0, 0.04, and 4 µg/mL for 30 or 60 min. An increase in c-MET, AKT, and Nanog levels was observed in a dose- and time-dependent manner following rTAGLN2 treatment in both cell lines, in contrast to the suppression of *TAGLN2* (Fig. 3D).

**Fig. 3:**
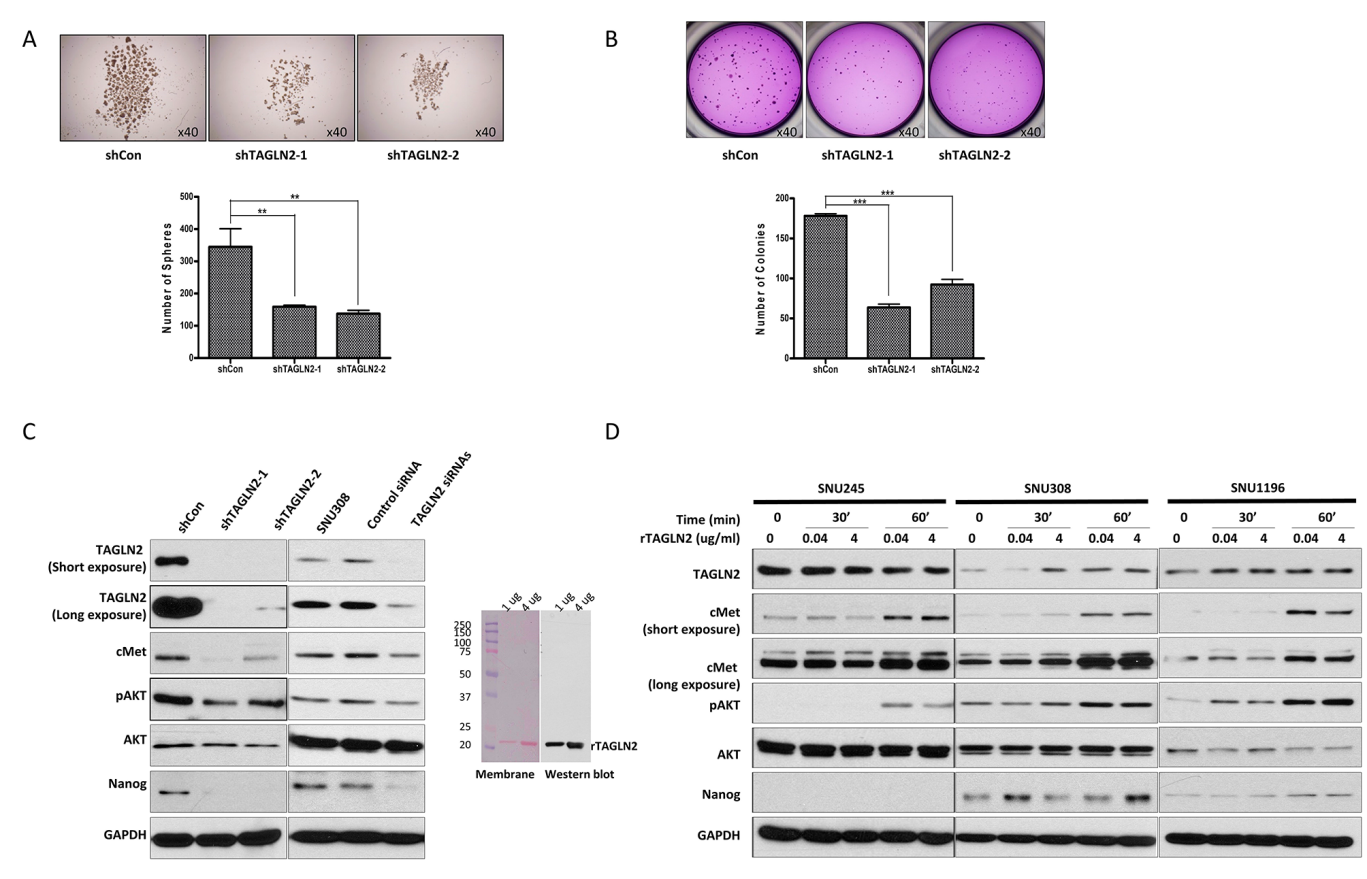
Suppressing *TAGLN2* expression reduces cancer stem cell features. (**A**) Sphere formation assay. Cells with suppressed *TAGLN2* (shTAGLN2-1, -2) show a reduced number and size of spheres compared to the control vector-transfected cells. (**B**) Colony forming assay to analyze the clonogenic capacity. The colonies in shTAGLN2-1- and shTAGLN2-2-transfected SNU1196 cells were increased compared to those in control vector-transfected cells (*P* < 0.001). (**C**) The expression of stemness-associated markers, including cMET, AKT, and Nanog, assessed using western blot analysis in SNU1196 and SNU308 cells with suppressed *TAGLN2* expression achieved by either shRNA or siRNA. (**D)** SNU245, SNU308, and SNU1196 cells treated with recombinant TAGLN2 (rTAGLN2) protein at 0, 0.04, and 4 µg/mL for 30 or 60 min. An increase in cMET, AKT, and Nanog is observed in a dose- and time-dependent manner by rTAGLN2 treatment in both cell lines

### Suppressing *TAGLN2* enhances sensitivity to radiation and chemotherapeutics

To analyze radioresistance, the cells were irradiated (0, 2, 4, 6, and 8 Gy), and the number of colonies was compared using a colony formation assay. Irradiation drastically reduced the number of colonies in *TAGLN2*-suppressed cells. The numbers of colonies were 43.33 ± 7.64, 6.67 ± 6.51, and 3.33 ± 3.06; 31.33 ± 2.52, 8.33 ± 7.37, and 3.67 ± 3.22; 105.33 ± 19.50, 67.67 ± 10.69, and 35.00 ± 9.50 in shTAGLN2-1, shTAGLN2-2, and shCon-transfected cells after 0, 2, and 4 Gy irradiation, respectively (Fig. 4A–B). At 6 Gy irradiation, no colonies were formed in cells with suppressed *TAGLN2* expression, whereas colonies were observed in control vector-transfected cells. The numbers of colonies and surviving fractions are shown in Supplementary Fig. 4.

**Fig. 4:**
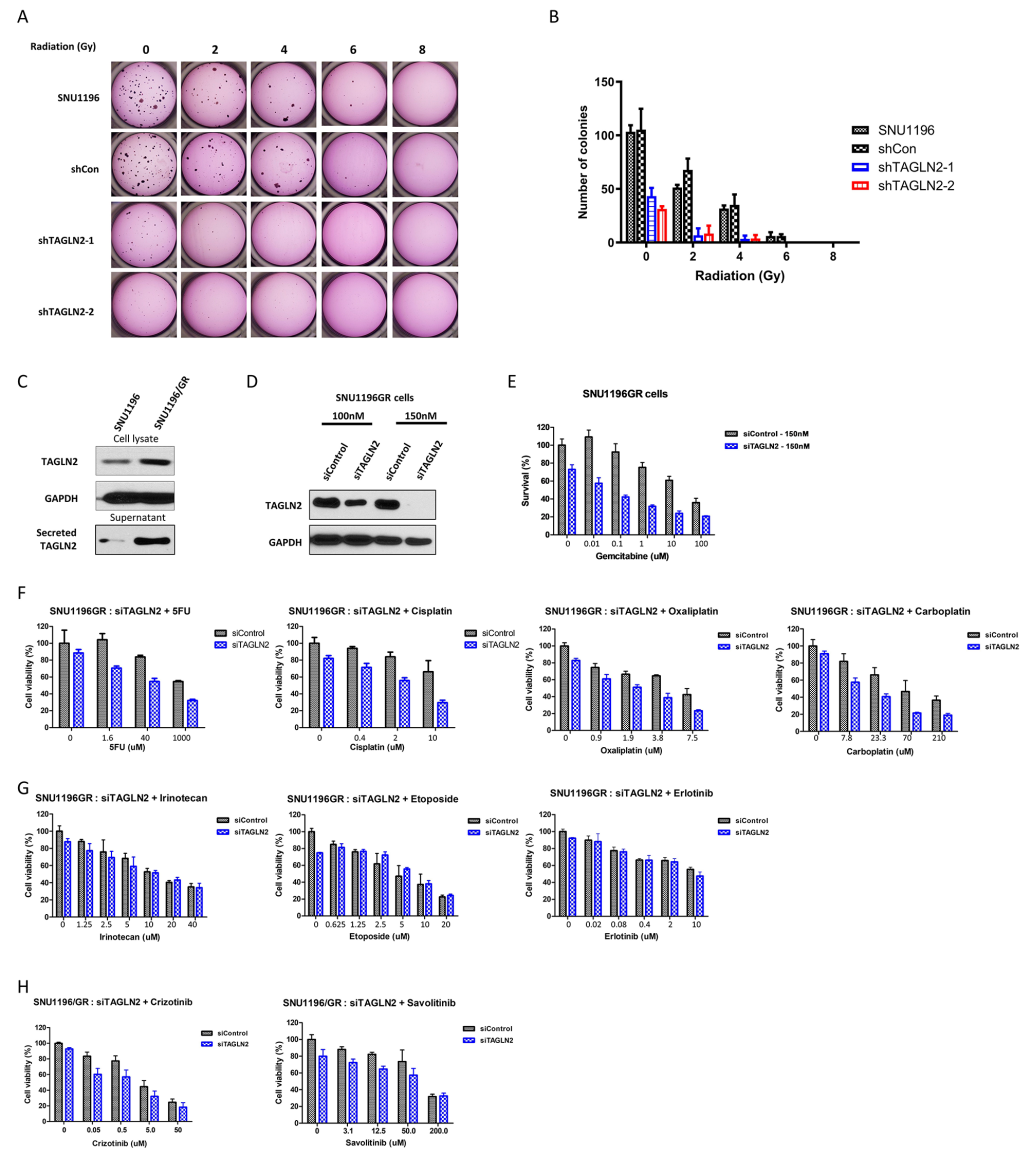
Suppressing *TAGLN2* elevates sensitivity to chemodrugs. (**A, B**) Irradiation (0, 2, 4, 6, and 8 Gy) reduces the number of colonies and the surviving fractions at different doses in cells in which *TAGLN2* is suppressed using shRNA (shTAGLN2-1, -2) compared to control vector-transfected cells. (**C**) TAGLN2 expression in gemcitabine-resistant SNU1196 (SNU1196/GR). (**D**) TAGLN2 expression silenced by 150 nM siRNA in 1196/GR cells for chemosensitivity analysis. (**E)** Silencing *TAGLN2* expression enhances sensitivity to gemcitabine. (**F**) Combined use of *TAGLN2* siRNA with chemodrugs, including 5-FU, cisplatin, oxaliplatin, and carboplatin, enhances chemosensitivity. (**G**) Combined use of *TAGLN2* siRNA with chemodrugs, including irinotecan, etoposide, and erlotinib, has no effect on chemosensitivity. (**H**) Combined use of *TAGLN2* siRNA with cMET inhibitor crizotinib and savolitinib enhances chemosensitivity

We then used previously established gemcitabine-resistant BTC cells (SNU1196/GR) to mimic cases in which first-line chemotherapy failed owing to the development of drug tolerance. SNU1196/GR cells have a gemcitabine IC_50_ of 2.291 µM, approximately 60-fold higher than that of parental cells (SNU1196 cells, IC_50_ = 0.038 µM) [19]. These cells showed elevated expression of the ATP-binding cassette (ABC) transporter ABCG2, proto-oncogenes c-Met and AKT, EMT marker N-cadherin, and tumor-initiating cell surface marker aldehyde dehydrogenase (ALDH) both in vitro and in vivo. TAGLN2 was significantly overexpressed in cell lysates and supernatants of SNU1196/GR cells (Fig. 4C). We analyzed cell viability after serial doses of gemcitabine treatment in SNU1196/GR and SNU1196/GR cells in which *TAGLN2* expression was silenced by siRNAs (Fig. 4D). Cell viability was decreased by approximately 30% in siTAGLN2-transfected cells, which was further decreased to ∼ 50% in gemcitabine-treated (0.01–10 µM) cells compared to control siRNA-transfected SNU1196/GR cells (Fig. 4E). We evaluated whether the expression of TAGLN2 affects the chemosensitivity of other chemodrugs, including anti-metabolites (5-FU), platinum-based anti-cancer drugs (cisplatin, oxaliplatin, and carboplatin), topoisomerase inhibitors (irinotecan and etoposide), an EGFR inhibitor (erlotinib), and cMET inhibitors (crizotinib and savolitinib) in SNU1196/GR cells. Each of the drugs tested, including gemcitabine, 5-FU, cisplatin, oxaliplatin, carboplatin, irinotecan, etoposide, crizotinib, and savolitinib was compared with the control vector and siTAGLN2 transfection (150 nM each), and cell viability was analyzed using CompuSyn software to calculate the combination index (CI) to analyze the additive and synergistic effects of standard chemotherapy drugs in combination with siTAGLN2 transfection at different concentrations (Fig. 4F–H). CI < 1, CI = 1, and CI > 1 indicated synergistic, additive, and antagonistic effects, respectively. In SNU1196/GR cells, siTAGLN2 transfection had both additive and synergistic effects with gemcitabine, 5-FU, cisplatin, oxaliplatin, and carboplatin treatment, as evidenced by the CI values. siTAGLN2 exhibited synergistic cytotoxicity at different 5-FU concentrations (1.6–10,000 µM), with CI values of 0.012 to 0.030. Moreover, 5-FU concentration greater than 1000 µM was required to achieve 50% inhibition, while approximately 40 µM 5-FU was required to achieve the same IC_50_ with siTAGLN2 transfection (Supplementary Table 1).

### TAGLN2 is overexpressed in the blood samples from patients with BTC

Western blot analysis of the supernatant of BTC cell lines SNU1196 and SNU1196/GR, which are resistant to gemcitabine, revealed higher expression of TAGLN2 in SNU1196/GR cells than that in SNU1196 cells (Fig. 4C). To confirm the potential of TAGLN2 as a secretory biomarker for BTC, we examined TAGLN2 in the plasma samples of patients using western blot analysis (Supplementary Fig. 5). The baseline characteristics of the patients are shown in Supplementary Table 2. A total of 139 participants [89 patients with BTC, 10 patients with biliary stones, and 40 normal controls] were included in the western blot analysis. Among the patients with BTC, 29 (32.6%) had intrahepatic cholangiocarcinoma (IHCC), 28 (31.5%) had perihilar cholangiocarcinoma (PHCC), and 32 (36.0%) had distal common bile duct (CBD) cancer. The clinical stages at the time of blood sampling were stage I in 6 (6.7%), stage II in 35 (39.3%), stage III in 29 (32.6%) of stage III), and stage IV in 19 (21.3%) patients.

To evaluate the diagnostic significance of TAGLN2 compared to that of CA19–9, serum CA19-9 levels were compared between normal controls, patients with biliary stones, and BTC, which showed no significant difference in the mean levels of serum CA19-9 between normal control (9.0 ± 6.3 U/mL) and patients with biliary stone (12.1 ± 6.7 U/mL) (*P* = 0.194, Fig. 5A). Patients with BTC also showed significantly higher serum CA19-9 levels than those with benign cancers (9.6 ± 6.4 vs. 2417 ± 5377 U/mL; *P* = 0.0021, Fig. 5A). The band intensity of TAGLN2 obtained by western blotting was converted to arbitrary units by densitometry using ImageJ software. As shown in Fig. 5B, mean levels of serum TAGLN2 expression did not differ between normal control (538 ± 776 arbitrary unit) and patients with biliary stone (953 ± 1087 arbitrary unit, *P* = 0.171). Patients with BTC showed significantly higher serum TAGLN2 expression than those with benign diseases (622 ± 851 vs. 3710 ± 2568 arbitrary units, *P* < 0.0001). These data confirm that TAGLN2 is a secretory biomarker protein detectable in human blood that is upregulated in patients with BTC compared to that in healthy individuals or those with benign diseases.

**Fig. 5:**
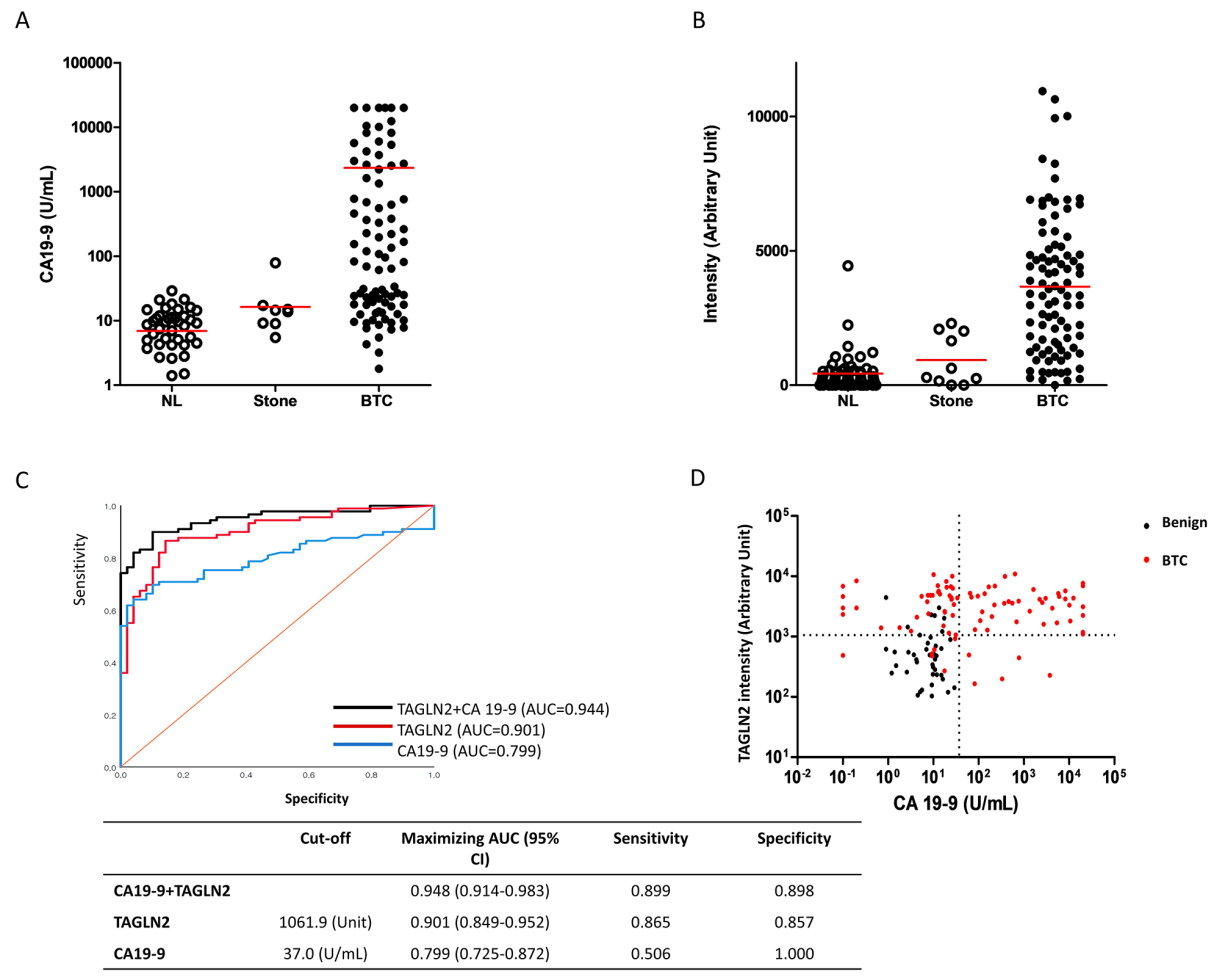
TAGLN2 is overexpressed in the blood from patients with biliary tract cancer. (**A**) Dot plot for the serum level of CA19–9 in normal control and patients with biliary stone and BTC. (**B**) Dot plot for the serum TAGLN2 expression in western blot converted into an arbitrary unit by densitography using ImageJ software in normal control and patients with biliary stone and BTC. (**C**) ROC curves for TAGLN2, CA19–9, and their mathematical combination of patients with BTC versus those with benign diseases. (**D**) Distribution of TAGLN2 and CA 19 − 9 levels in patients with benign diseases (black dot) and BTC (red dot). The optimal cut-off levels of CA 19 − 9 and TAGLN2 were 37 U/mL and 1061.9 arbitrary unit, respectively. Thirty-seven CA 19 − 9 negative patients with BTC (red dots in Left upper quadrant) were diagnosed using TAGLN2 (diagnostic yield, 84.1% (37/44 cases)

To evaluate the diagnostic performance of serum TAGLN2 and CA19–9 levels in differentiating benign and BTC samples, the AUC was calculated using ROC curves. For TAGLN2, the AUC was 0.901 (95% CI: 0.849–0.952), and that of CA19–9 was 0.799 (95% CI: 0.725–0.872), with a significant difference (*P* = 0.026, Fig. 5C). With the best cutoff value of 1061.9 arbitrary unit, the sensitivity and specificity of TAGLN2 for differentiating BTC from benign conditions were 0.865% and 0.857%, respectively. For CA19–9, the sensitivity and specificity were 0.506 and 1.000, respectively, at a cut-off value of 37 U/mL. The ROC AUC of the combination of TAGLN2 and CA19–9 (0.948; 95% CI: 0.914–0.983)was significantly higher than that of CA19-9 alone (*P* < 0.0001, Fig. 5C). Figure 5D shows the distribution of TAGLN2 and CA 19 − 9 levels in patients with benign diseases and BTC. The number of patients with BTC who showed high TAGLN2 and normal CA 19 − 9 levels was 37 out of 44, with a diagnostic yield of 84.1%. These results indicate that TAGLN2 is a potential diagnostic biomarker of BTC.

### TAGLN2 is highly expressed in biliary cancer tissues and its expression in stroma is associated with patients’ survival

hTAGLN2 is weakly expressed in the small intestine and colon; however, its expression is rarely observed in other major organs. Therefore, prior to TAGLN2 expression analysis in BTC tissues, the expression of TAGLN2 in normal organ tissues was analyzed using immunohistochemistry (IHC; Fig. 6A, Supplementary Fig. 6A). Patient cancer tissues, along with their adjacent normal tissues, were also analyzed, and a comparably high expression was observed in the cancer tissues (Supplementary Fig. 6B). Subsequently, TAGLN2 expression in 41 surgical samples of human BTC using IHC in cancer cells and stroma around cancer was evaluated. The intensity score was defined as no staining (0), light brown (1), brown (2), or dark brown (3); the percentage score was defined as < 10% (0), 10–25% (1), 25–50% (2), 50–75% (3), or > 75% (4) (Fig. 6B, Supplementary Fig. 7). The IHC index was calculated by multiplying intensity and percentage scores. Patients were divided into low and high IHC index groups based on TAGLN2 expression in the cancerous and stromal portions. Patients with an IHC index > 7 were classified into the high-IHC group, and those with scores < 7 were classified into the low-IHC group.

**Fig. 6:**
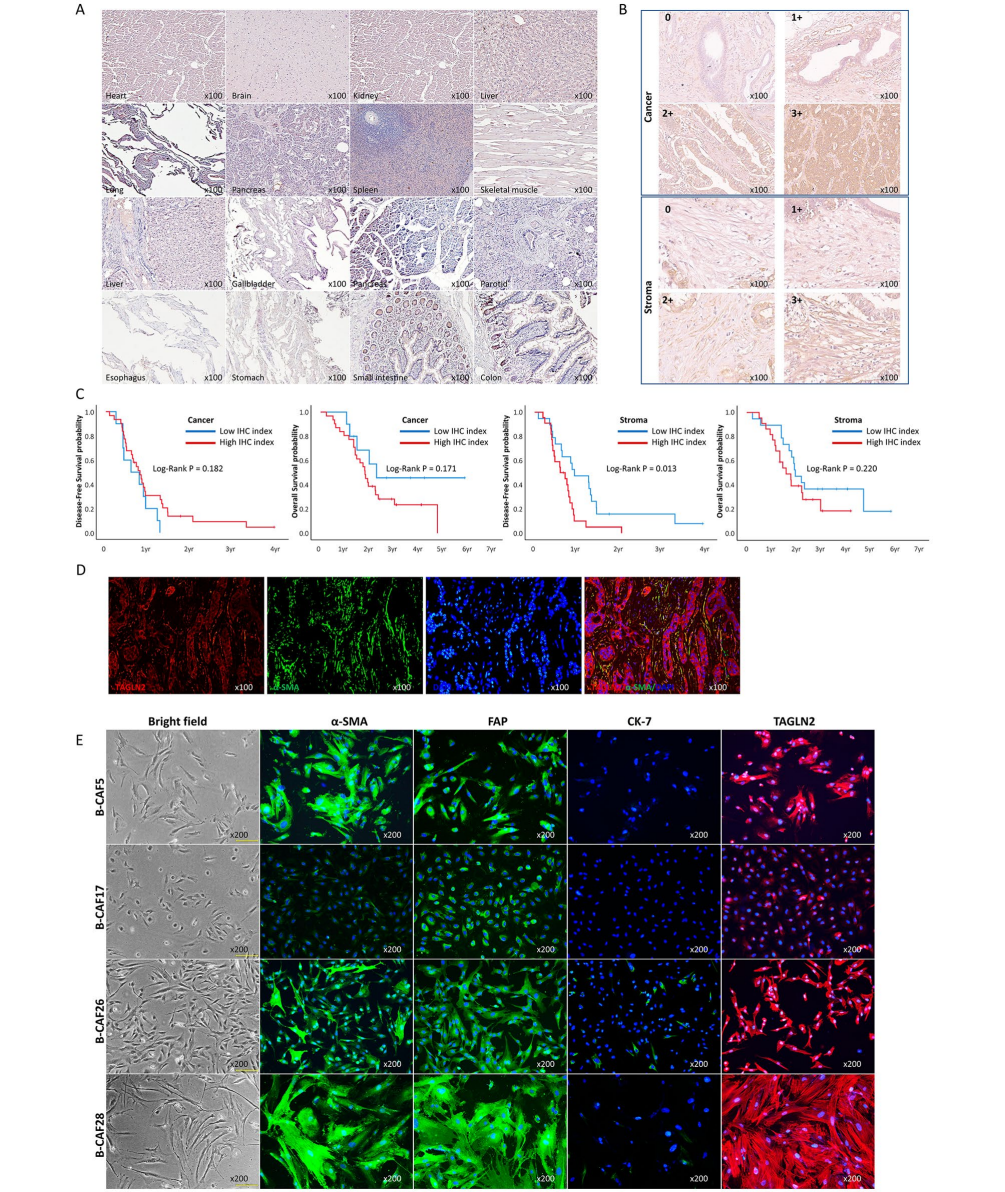
TAGLN2 expression in patient tissues and cancer-associated fibroblasts. (**A**) TAGLN2 expression in normal human tissues assessed using IHC. (**B**) Representative images show the expression of TAGLN2 in cancer cells and the stroma portion of BTC surgical tissues. (**C**) The DFS and OS by Kaplan–Meier analysis comparing low- and high-TAGLN2 IHC index in cancer and stroma, respectively. (**D**) IF findings in BTC tissue show overexpression of TAGLN2 in the stroma of BTC tissue, and its location coincided with α-SMA expression. (**E**) TAGLN2 expressed in the CAFs from BTC assessed using IF. Typical morphology of fibroblast in bright fields, expression of α-SMA and FAP, and non-expression of the epithelial marker as CK-7 in the IF study are shown

Baseline characteristics of cancer and stroma IHC indices are described in Supplementary Tables 3 and 4. Among the 41 surgical samples, most presented a high cancer IHC index (*n* = 31, 75.6%), and no significant differences were observed in baseline characteristics between the low- and high-cancer IHC groups. In survival analysis using the Kaplan–Meier plot, no significant differences were observed between low- and high-cancer IHC groups in disease-free survival (DFS) (7.3 vs. 9.9 months, *P* = 0.182) and overall survival (OS) (26.9 vs. 21.4 months, *P* = 0.171). Evaluation of TAGLN2 expression in stromal tissues identified 22 patients (53.7%) in the high stroma IHC group and 19 (46.3%) in the low stroma IHC group. No significant differences between the low- and high-stroma IHC groups were observed in the baseline characteristics. Survival analysis showed significant prolonged DFS in the low stroma IHC group compared to that in the high stroma IHC group (11.5 vs. 7.4 months, *P* = 0.013). The OS was not significantly different between the low- and high-stroma IHC index groups (23.4 vs. 19.0 months, *P* = 0.220) (Fig. 6C).

To evaluate TAGLN2 expression in the stroma of surgical tissue, we performed an immunofluorescence (IF) study of surgical tissues with α-SMA, a representative marker of cancer-associated fibroblasts (CAFs), and TAGLN2. In the stroma of cancer tissues, TAGLN2 was overexpressed, and its localization coincided with α-SMA expression (Fig. 6D, Supplementary Fig. 8A). IF analysis confirmed that TAGLN2 was expressed in CAFs from patients with BTC (Fig. 6E, Supplementary Fig. 8B). CAF was characterized by typical morphology in bright fields, expression of representative CAF markers such as α-SMA and FAP, and non-expression of the epithelial marker, CK-7. These findings suggest that TAGLN2 is expressed in CAFs of BTC, and its overexpression is related to patient survival.

## Discussion

CSCs are a subset of cells within a tumor that possess the unique ability to self-renew, resist chemotherapy, and initiate tumor growth. The discovery of CSCs has led to a new understanding of tumorigenesis and the development of new treatments. Targeting CSCs, in addition to conventional chemotherapy targeting cancer cells, is crucial for better treatment outcomes because a small subpopulation of CSCs remains resistant to chemotherapy and gives rise to recurrent cancer.

Recently, *TAGLN2* has emerged as a biomarker that plays an essential role in developing various types of cancer [36]. Alteration of *TAGLN2* expression has been noted in different types of cancer at both the transcriptional and translational levels, and cancer cell proliferation, invasion, and metastasis might be inhibited by suppressing *TAGLN2*. Tumorigenesis and tumor development may be correlated with the deregulation of *TAGLN2*. Tumor size, clinical stage, histological neural invasion, and lymph node metastasis are closely associated with TAGLN2 in bladder cancer [37], colorectal cancer [38, 39], esophageal cancer [24], and gastric cancer [40]. Moreover, cancer cell proliferation and EMT, which are responsible for cancer development, dissemination, and resistance to chemotherapy, are decreased by the downregulation of TALGN2 in breast cancer [41], renal cell carcinoma [42], cervical cancer [43], and head and neck squamous cell carcinoma [22].

Previous studies have suggested that overexpression of TAGLN2 is a potential cause of chemoresistance by increasing EMT properties; however, the mechanism of cancer development and chemoresistance by TAGLN2 has not yet been identified. Recent studies focus on the correlation of TAGLN2 with signaling, including transforming growth factor-beta (TGF-β)/FoxM1 [25], TGF-β/SMAD4 [44], IGF1R/phosphoinositide 3-kinase (PI3K)/Akt [45], and PI3K/phosphatase and tensin homolog (PTEN)/Akt pathways [41, 46–48]. In this study, we demonstrated that the suppression of *TAGLN2* altered not only the expression of EMT-associated proteins, including N-cadherin, Snail, and JAG2, but also those of cMET, AKT, and Nanog in a dose- and time-dependent manner following rTAGLN2 treatment.

Several studies have attempted to overcome chemoresistance by targeting TAGLN2-related signal pathways. SB-T-121,205, a next-generation taxoid, shows antitumor activity by inhibiting the TAGLN2 and PI3K/Akt pathways in human breast cancer cells [49]. In paclitaxel-resistant breast cancer cells, salvianolic acid A downregulates the expression of TAGLN2 by activating the PI3K/Akt pathway, restoring chemoresistance to paclitaxel [41]. Here, we inhibited TAGLN2 expression in gemcitabine-resistant BTC cells and restored their chemosensitivity to gemcitabine and other chemotherapeutic drugs, including 5-FU, cisplatin, oxaliplatin, and carboplatin (Fig. 4). Moreover, silencing TAGLN2 in gemcitabine-resistant BTC cells showed both additive and synergistic effects on the therapeutic efficacy of gemcitabine, 5-FU, cisplatin, oxaliplatin, and carboplatin, suggesting the combination therapy of anti-TAGLN2 and a cytotoxic drug as a potential therapeutic strategy to overcome chemoresistance in BTC cells.

In the patient tissues, TAGLN2 is expressed in cancer cells with an overall high expression intensity, making it challenging to analyze its correlation with prognosis. However, it is rarely expressed in normal tissues. TAGLN2 suppression inhibited cancer cell proliferation and reduced resistance to conventional anti-cancer drugs; therefore, TAGLN2 can be applied to most patients with cholangiocarcinoma, suggesting that it is a novel therapeutic target with fewer off-target effects.

Previously, several markers expressed in CAF were reported as prognostic factors associated with the survival of BTC. A previous study has shown that the high expression of IL-33 in both cancer cells and stromal CAFs is associated with better two-year survival of patients with BTC [50]. The matricellular protein periostin expressed in α-SMA + CAFs was reported as a poor prognostic factor in post-resected BTC [51]. Another marker, stromal cell-derived factor-1, associated with tumor fibrogenesis and EMT, has also been shown to be correlated with reduced median survival in patients with BTC [52]. The findings of the present study demonstrated that TAGLN2 expression in patient tissues was increased in stromal tissues around cancer cells and that stromal expression of TAGLN2 was related to patient prognosis. IF analysis of the patient tissues confirmed that the expression of TAGLN2 coincided with that of α-SMA, suggesting that TAGLN2 is expressed in CAF. Furthermore, the IF of CAF derived from patients with cholangiocarcinoma confirmed the expression of TAGLN2 in CAFs. TAGLN2 has been reported as a myCAF marker [53]; in this study, we report TAGLN2 expression in CAF and its association with CAF from BTC. Even though our findings are based on a few patient samples, increased TAGLN2 expression in CAFs was associated with poor prognosis in patients with BTC. Nevertheless, further studies are required to understand the effect of TAGLN2 on the crosstalk between CAF and cancer cells.

The present study demonstrated that serum TAGLN2 levels significantly increased in patients with cholangiocarcinoma. Compared to CA19-9, the only existing cancer marker, TAGLN2, showed a significantly higher ROC AUC in distinguishing patients with cholangiocarcinoma than those with normal or benign disease (TAGLN2 vs. CA19-9:0.901 vs. 0.799, *P* = 0.026), moreover, combining with CA19-9, ROC AUC was increased even 0.948. These results suggest that TAGLN2 can be used as a diagnostic marker for cholangiocarcinoma. In particular, 37 of the 44 CA19-9 negative patients (84.1%) showed TAGLN2 elevation above the cutoff, suggesting that TAGLN2 can overcome the low sensitivity of CA19-9. However, because of the unavailability of an efficient TAGLN2 ELISA kit at present, quantitative analysis of TAGLN2 in blood was performed using WB densitometry, which is difficult to apply consistently in various clinical situations. To use TAGLN2 in the blood for diagnosing cholangiocarcinoma, a technical method that can provide more robust and consistent results is needed.

In conclusion, the present study shows that *TAGLN2* plays a specific role in tumor proliferation, migration, and invasion and is involved in chemoresistance by inducing EMT-like changes. Targeting *TAGLN2* is expected to be a successful anti-cancer therapy for advanced cancer following chemotherapy failure. Further studies to clarify the signaling network and mechanisms of *TAGLN2* in carcinogenesis and drug resistance should be conducted to develop new therapeutic approaches for treating chemorefractory BTC.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

## Data Availability

The datasets generated and/or analyzed during the current study are available in the NCBI Gene Expression Omnibus (GEO) repository [GSE233893].

## Abbreviations

BTC: Biliary tract cancer
CSC: Cancer stem cell
TAGLN2: Transgelin-2
EMT: Epithelial-mesenchymal transition
shRNA: Short hairpin RNAs
ROC: Receiver operating characteristic curve
AUC: Area under the ROC curve
CI: Combination index
IHCC: Intrahepatic cholangiocarcinoma
PHCC: Perihilar cholangiocarcinoma
CBD: Cancer, common bile duct cancer
CAFs: Cancer-associated fibroblasts
DFS: Disease free survival
OS: Overall survival

# Supplementary material for: Transgelin-2, a novel cancer stem cell-related biomarker, is a diagnostic and therapeutic target for biliary tract cancer
**Source:** BMC Cancer. 2024 Mar 20;24:357. doi: 10.1186/s12885-024-12082-3
**Supplement:** Supplementary file 2 — Supplementary Material 2

**Table S1**. Combination Index

**Table S2. Baseline characteristics of patients with TAGLN2 western blot**

|  |  | **Normal controls (n=40)** | | **Biliary stones (n=10)** | | **Biliary cancers (n=89)** | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **AGE (SD)** |  | 45.5 | (9.2) | 59.1 | (12.1) | 63.2 | (10.5) |
| **Sex (%)** | Female | 12 | (30.0%) | 4 | (40.0%) | 34 | (38.2%) |
|  | Male | 28 | (70.0%) | 6 | (60.0%) | 55 | (61.8%) |
| **Initial CA19-9, U/mL, (SD)** |  | 9 (6) | | 12 (7) | | 2417 (5377) | |
| **TAGLN2 expression, unit, (SD)** |  | 539 (776) | | 953 (1087) | | 3710 (2568) | |
| **Primary location (%)** | Intrahepatic |  |  |  |  | 29 | (32.6%) |
|  | Perihilar |  |  |  |  | 28 | (31.5%) |
|  | Distal CBD |  |  |  |  | 32 | (36.0%) |
| **Initial stage (%)** | I |  |  |  |  | 6 | (6.7%) |
|  | II |  |  |  |  | 35 | (39.3%) |
|  | III |  |  |  |  | 29 | (32.6%) |
|  | IV |  |  |  |  | 19 | (21.3%) |

**Table S3. Baseline characteristics according to cancer IHC index of TAGLN2**

|  |  | **Low Cancer IHC Index (N=10)** | | **High Cancer IHC index (N=31)** | | **P value** |
| --- | --- | --- | --- | --- | --- | --- |
| **AGE (SD)** |  | 60.3 | (8.4) | 65.2 | (11.9) | 0.239 |
| **Sex (%)** | Female | 6 | (60%) | 16 | (52%) | 0.644 |
|  | Male | 4 | (40%) | 15 | (48%) |  |
| **HTN (%)** | Yes | 8 | (80%) | 21 | (68%) | 0.459 |
|  | No | 2 | (20%) | 10 | (32%) |  |
| **DM (%)** | Yes | 6 | (60%) | 15 | (48%) | 0.523 |
|  | No | 4 | (40%) | 16 | (52%) |  |
| **Primary location (%)** | Intrahepatic | 1 | (10%) | 7 | (23%) | 0.743 |
|  | Perihilar | 3 | (30%) | 6 | (19%) |  |
|  | Distal CBD | 4 | (40%) | 10 | (32%) |  |
|  | GB | 2 | (20%) | 8 | (26%) |  |
| **Initial CA19-9, U/mL, (SD)** |  | 2682 | (6265) | 1463 | (4959) | 0.530 |
| **Initial stage (%)** | I | 1 | (10%) | 5 | (32%) | 0.154 |
|  | II | 5 | (50%) | 9 | (26%) |  |
|  | III | 4 | (40%) | 7 | (26%) |  |
|  | IV | 0 | (0%) | 10 | (26%) |  |
| **Adjuvant therapy (%)** | No | 3 | (30%) | 13 | (26%) | 0.501 |
|  | Yes | 7 | (70%) | 18 | (26%) |  |
| **Recurrence** | No | 10 | (100%) | 28 | (26%) | 0.307 |
|  | Yes | 0 | (0%) | 3 | (26%) |  |

**Table S4. Baseline characteristics according to stroma IHC index of TAGLN2**

|  |  | **Low Stroma IHC Index (N=19)** | | **High Stroma IHC index (N=22)** | | **P value** |
| --- | --- | --- | --- | --- | --- | --- |
| **AGE (SD)** |  | 64.9 | (10.5) | 63.1 | (12.1) | 0.621 |
| **Sex (%)** | Female | 11 | (58%) | 11 | (50%) | 0.613 |
|  | Male | 8 | (42%) | 11 | (50%) |  |
| **HTN (%)** | Yes | 12 | (63%) | 17 | (77%) | 0.322 |
|  | No | 7 | (37%) | 5 | (23%) |  |
| **DM (%)** | Yes | 12 | (63%) | 9 | (41%) | 0.155 |
|  | No | 7 | (37%) | 13 | (59%) |  |
| **Primary location (%)** | Intrahepatic | 2 | (11%) | 6 | (27%) | 0.221 |
|  | Perihilar | 3 | (16%) | 6 | (27%) |  |
|  | Distal CBD | 7 | (37%) | 7 | (32%) |  |
|  | GB | 7 | (37%) | 3 | (14%) |  |
| **Initial CA19-9, U/mL, (SD)** |  | 2347 | (6235) | 1255 | (4312) | 0.513 |
| **Initial stage (%)** | I | 2 | (11%) | 4 | (18%) | 0.910 |
|  | II | 7 | (37%) | 7 | (32%) |  |
|  | III | 5 | (26%) | 6 | (27%) |  |
|  | IV | 5 | (26%) | 5 | (23%) |  |
| **Adjuvant therapy (%)** | No | 8 | (42%) | 8 | (36%) | 0.707 |
|  | Yes | 11 | (58%) | 14 | (64%) |  |
| **Recurrence** | No | 17 | (89%) | 21 | (95%) | 0.463 |
|  | Yes | 2 | (11%) | 1 | (5%) |  |

# Supplementary material for: Transgelin-2, a novel cancer stem cell-related biomarker, is a diagnostic and therapeutic target for biliary tract cancer
**Source:** BMC Cancer. 2024 Mar 20;24:357. doi: 10.1186/s12885-024-12082-3

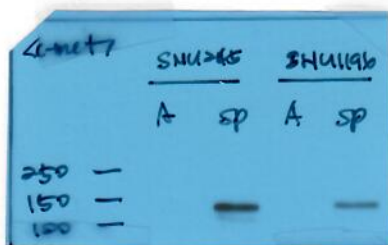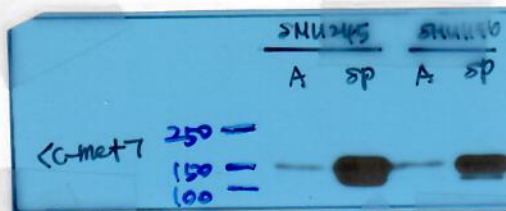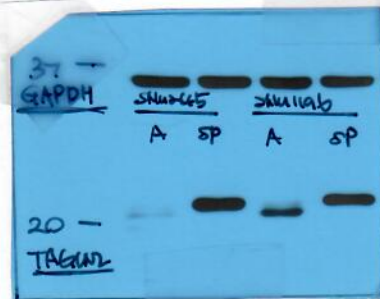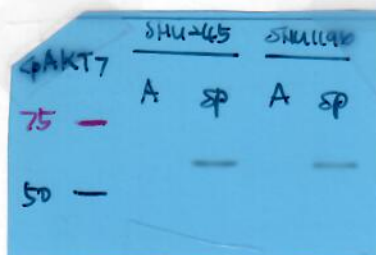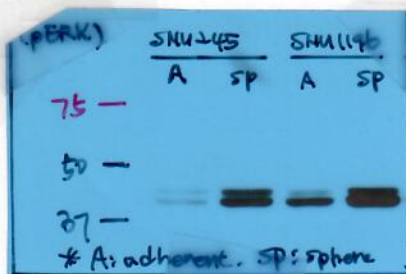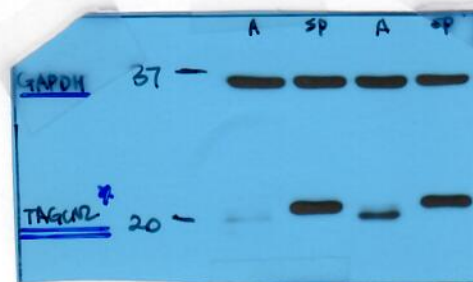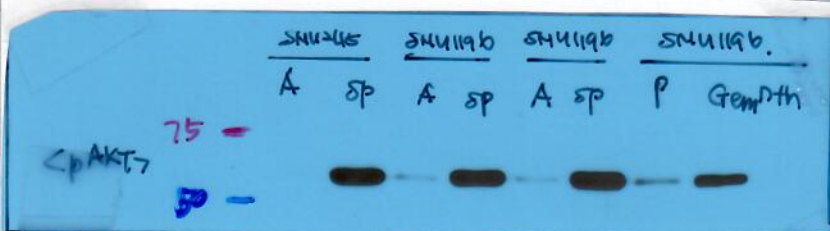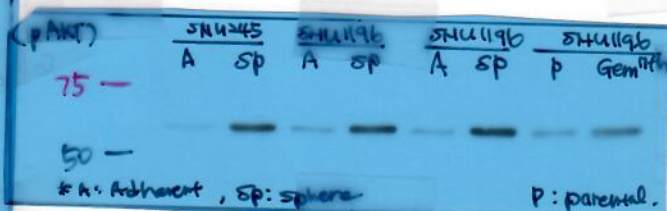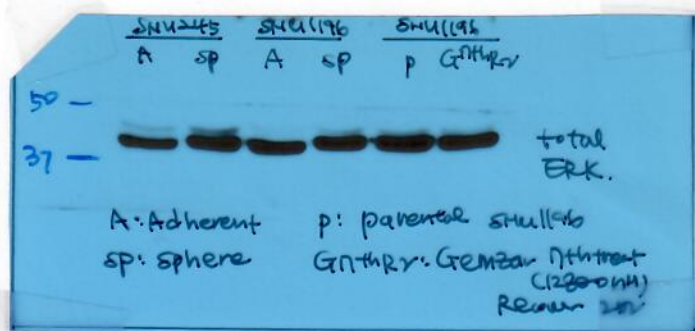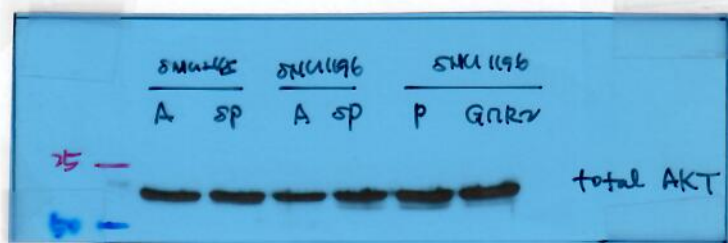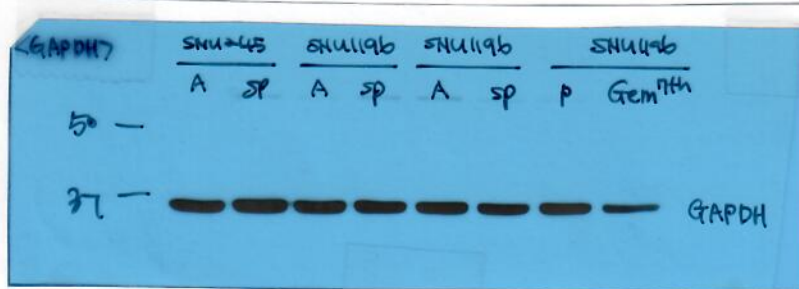

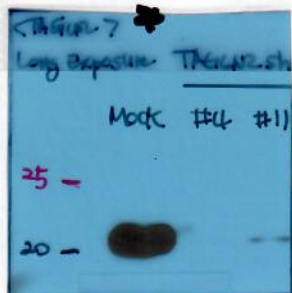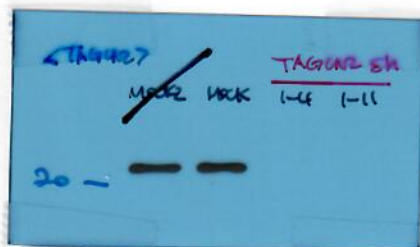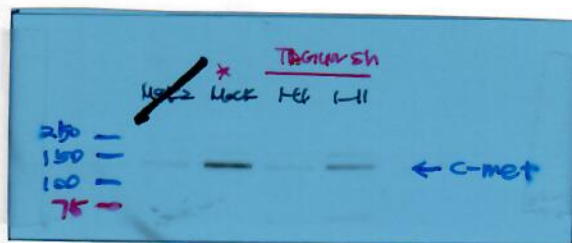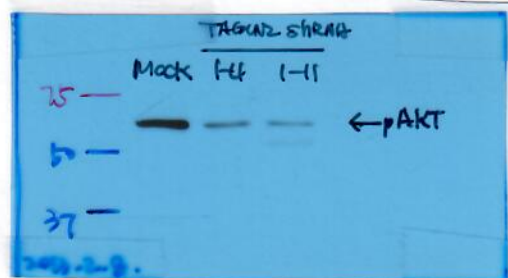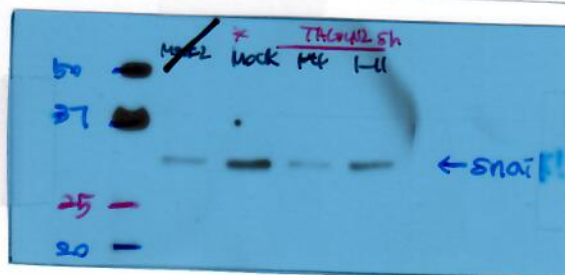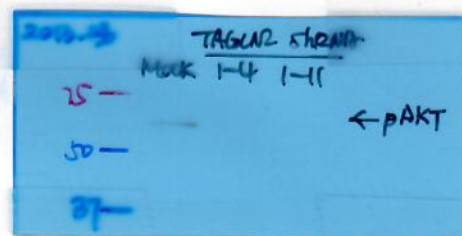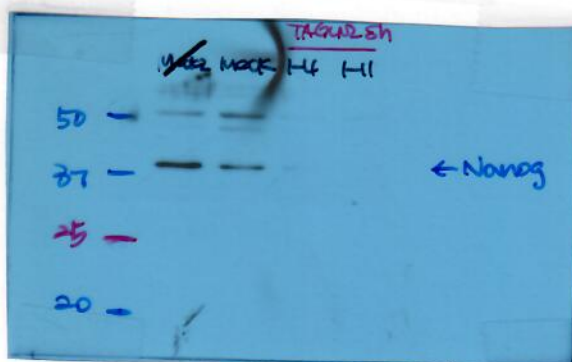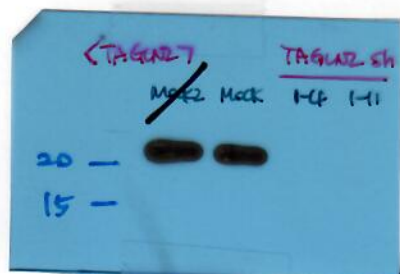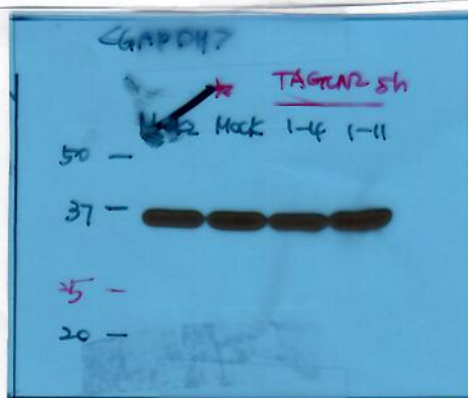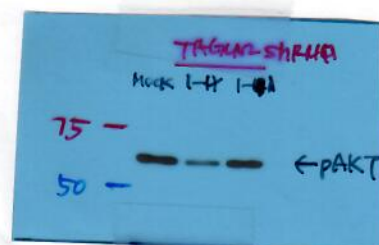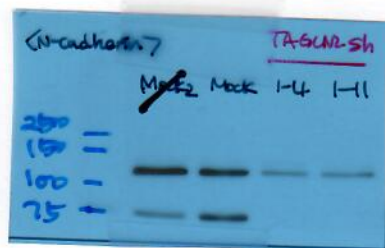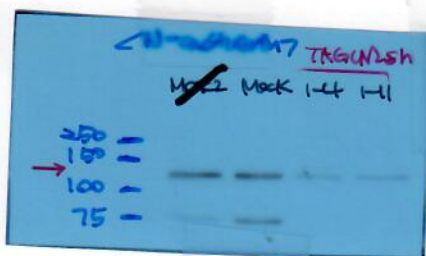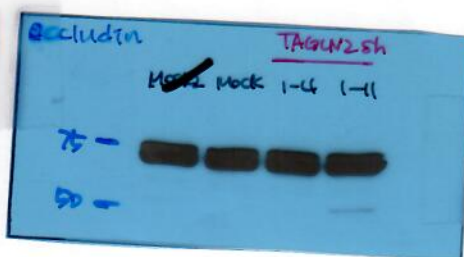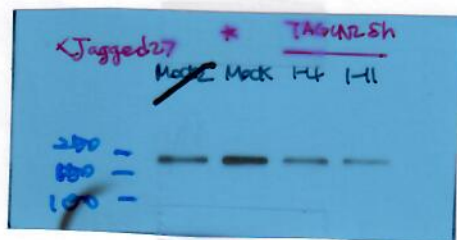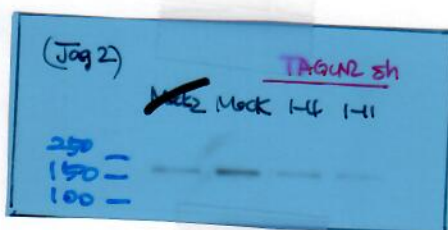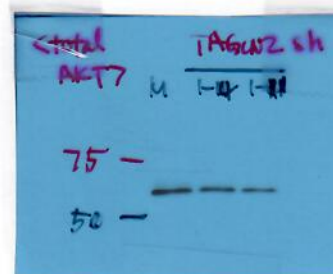

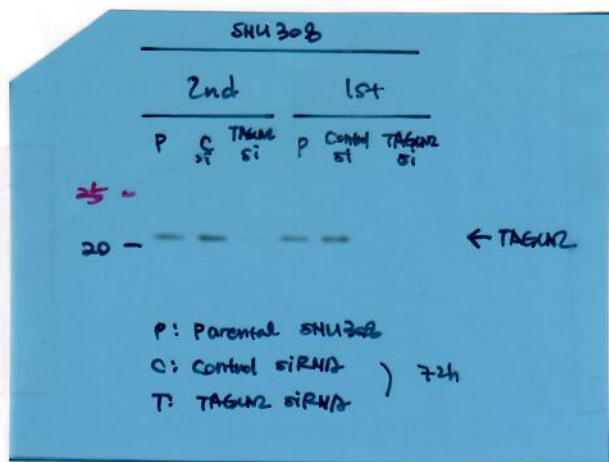

\* SHU308 cell line.

\* TAGLN2 siRNA 33nM. 72hr. transfection.

\* protein 20µg loading  
(2hr 40µg)

P: parental SHU308

C: control siRNA

T: TAGLN2 siRNA

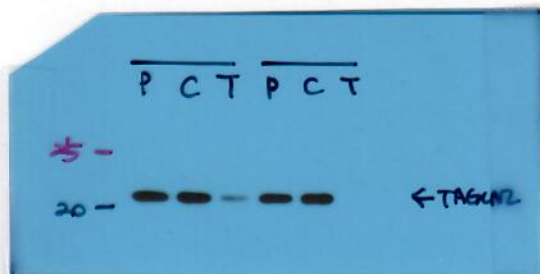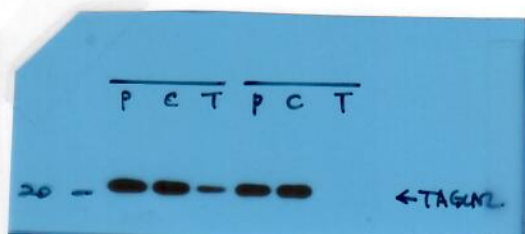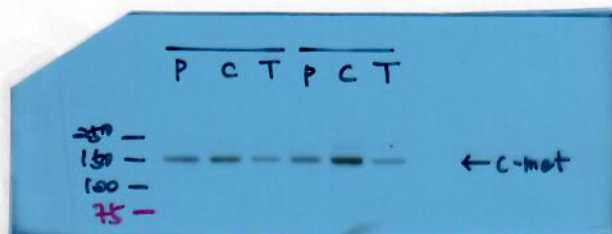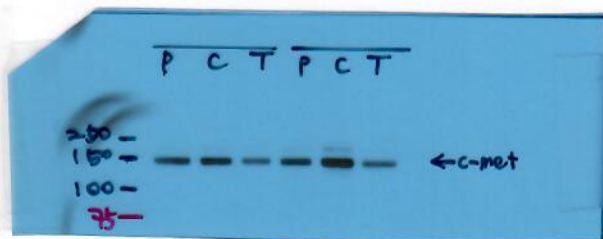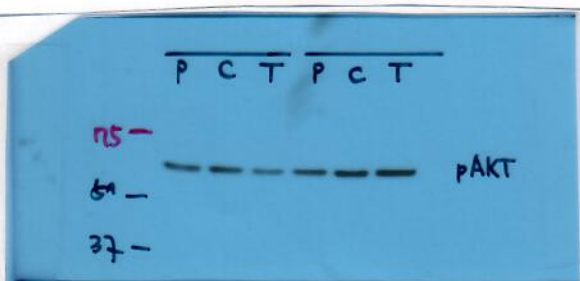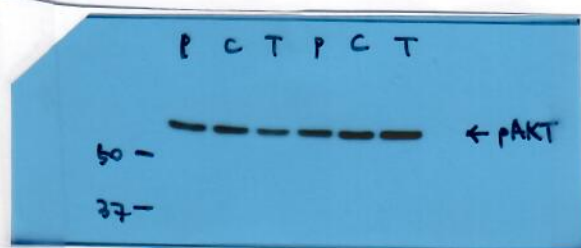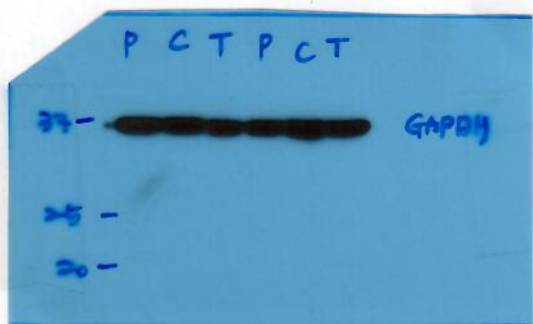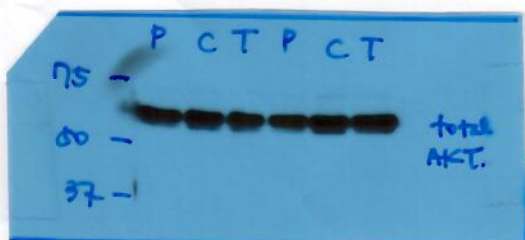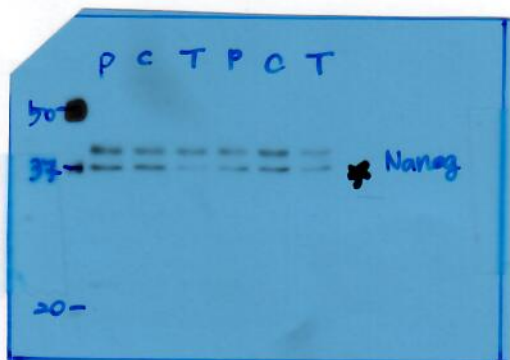

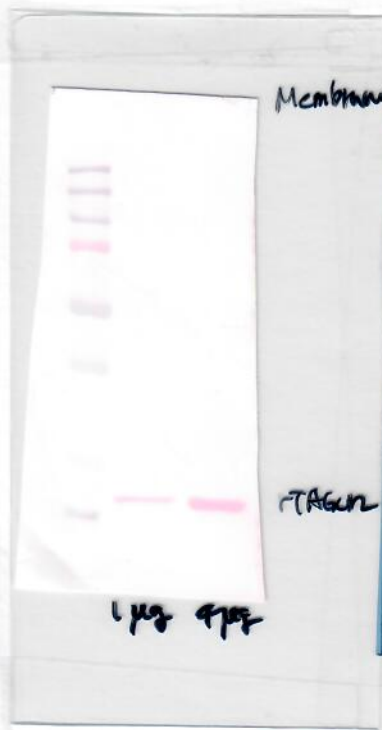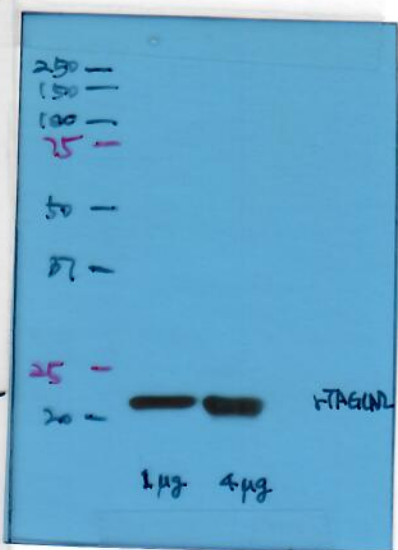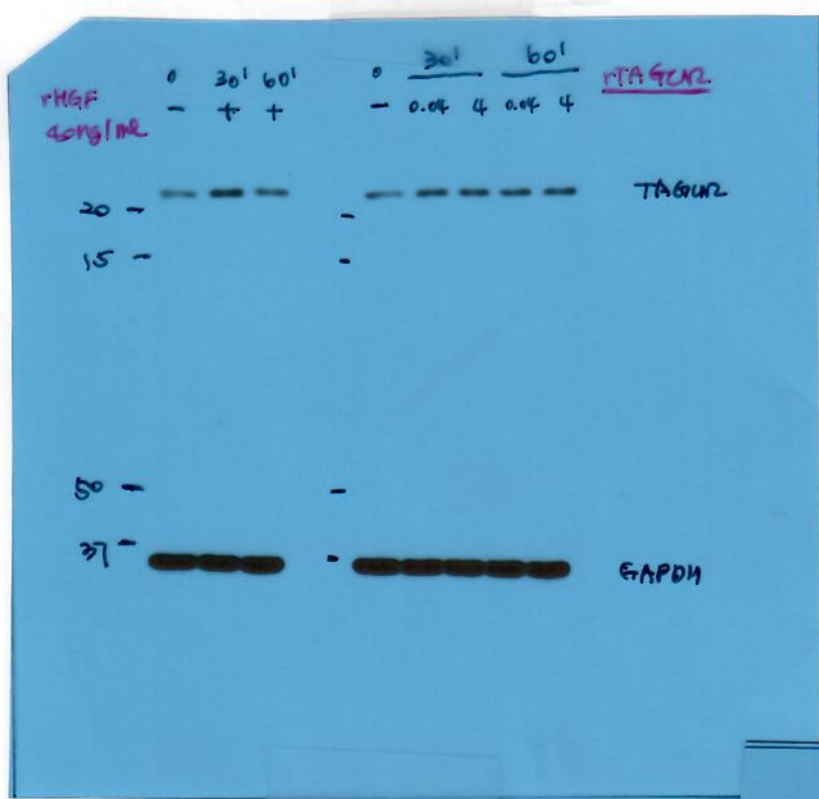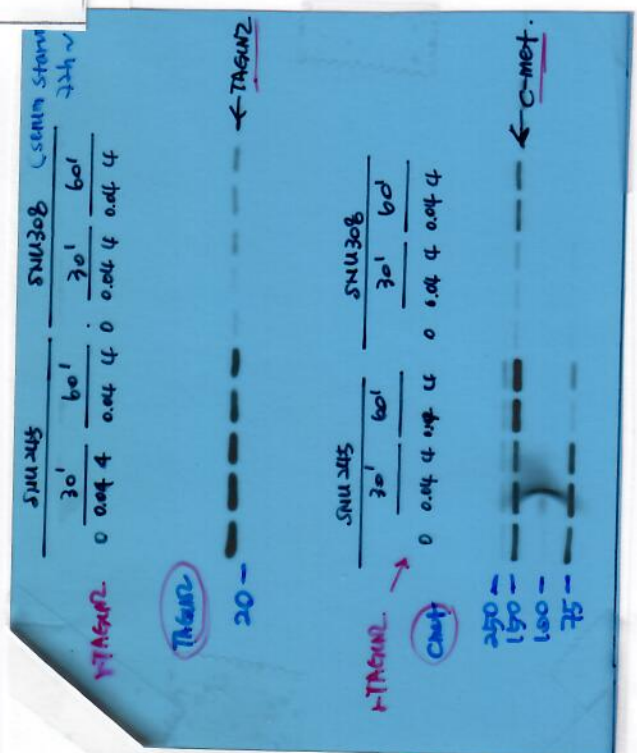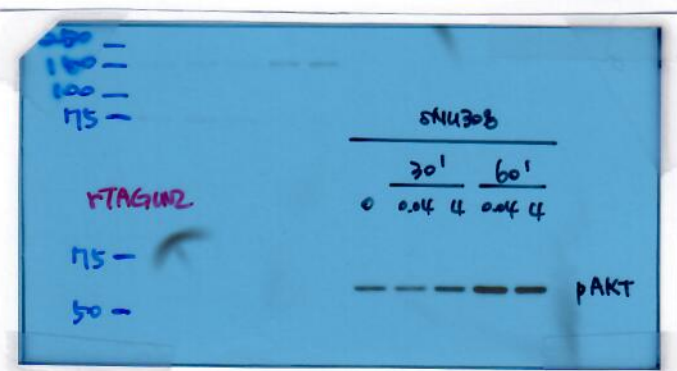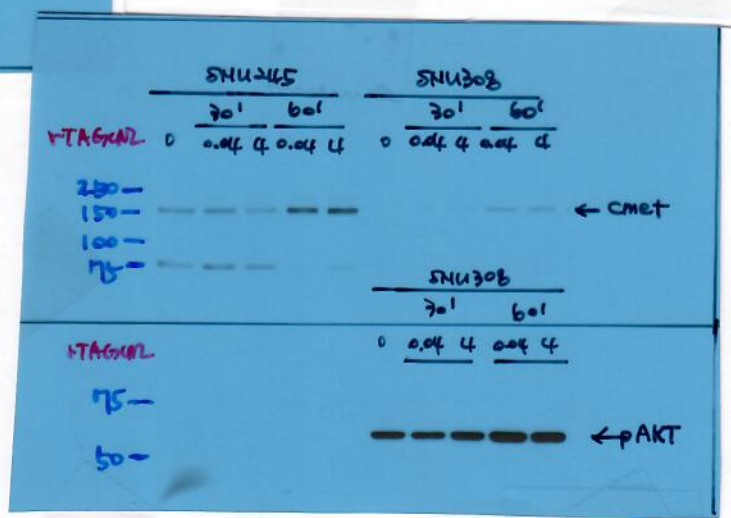

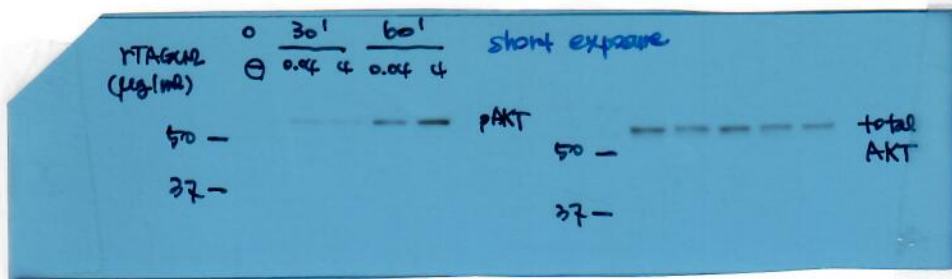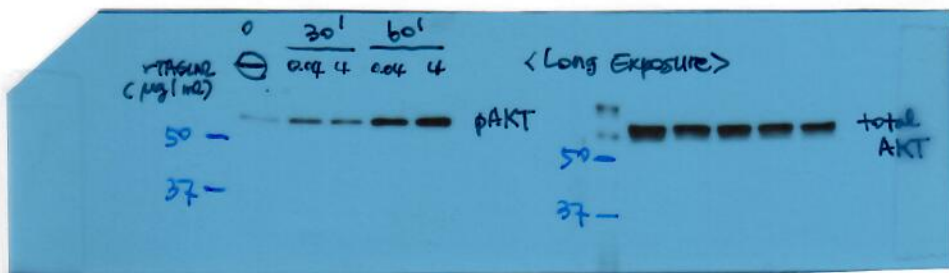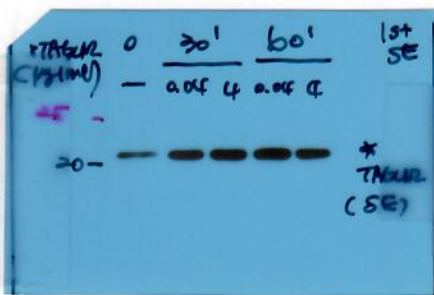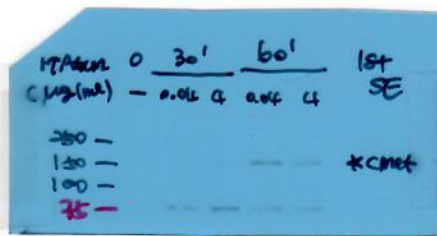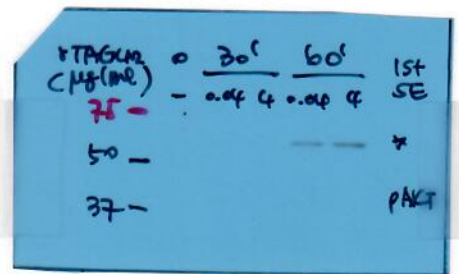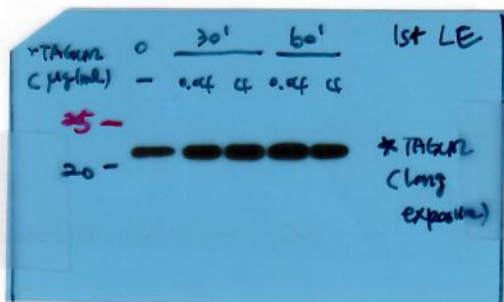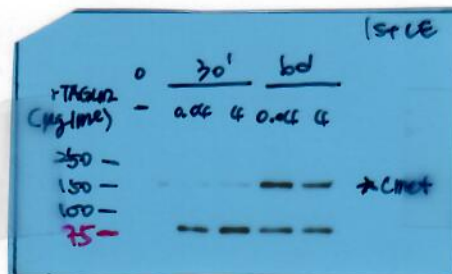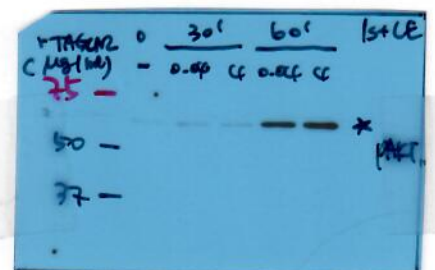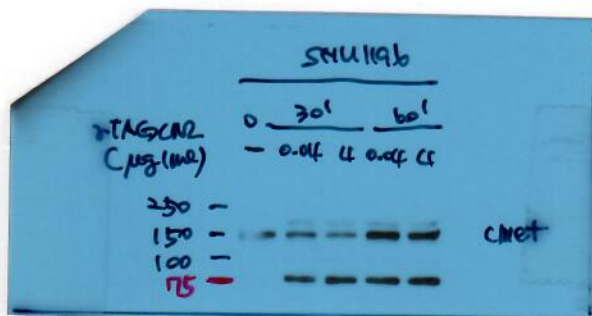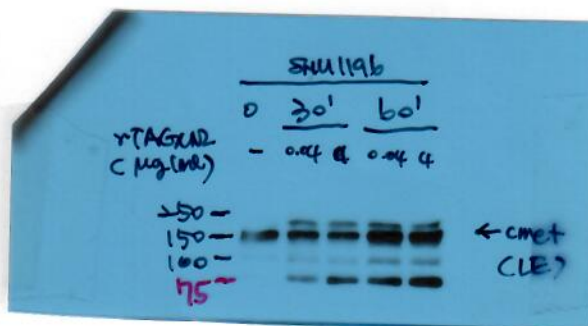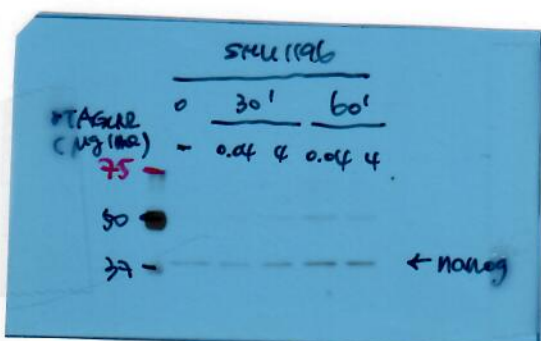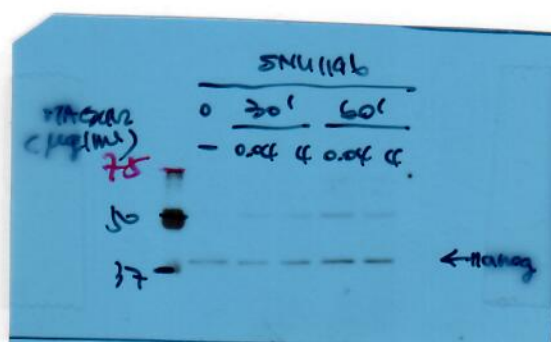

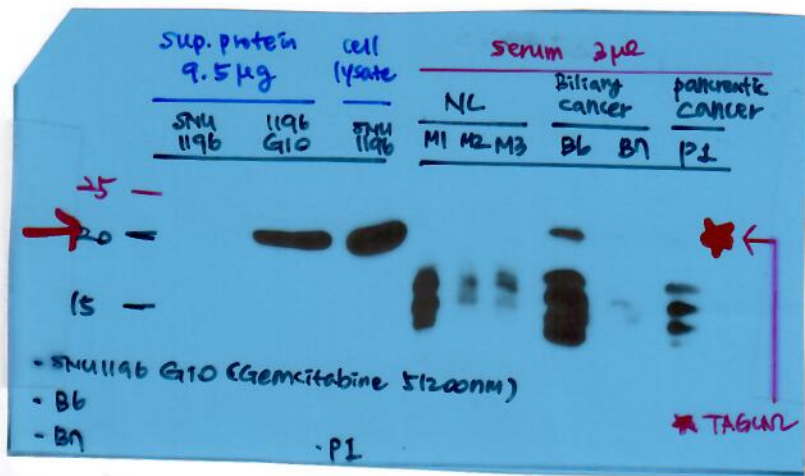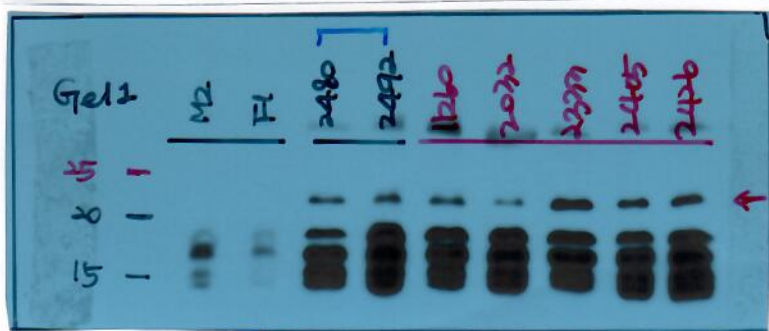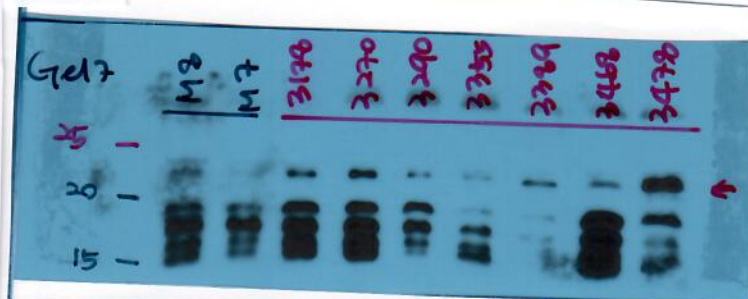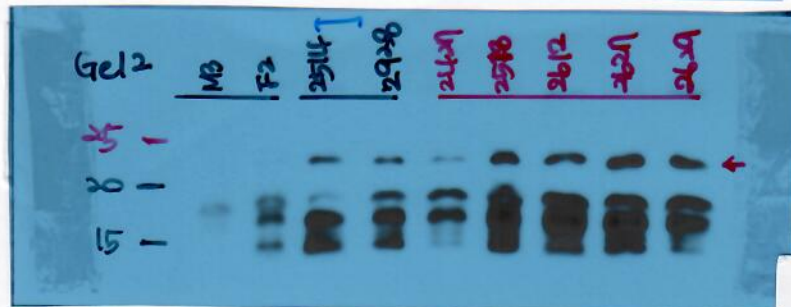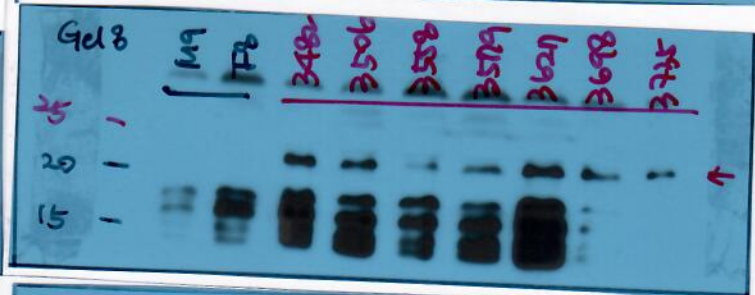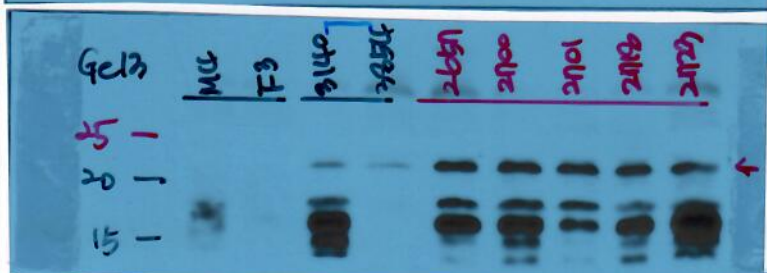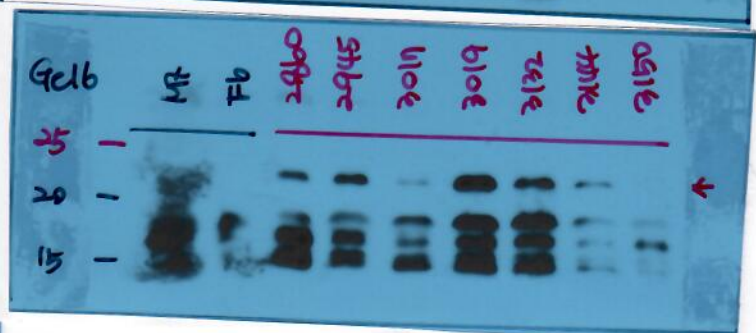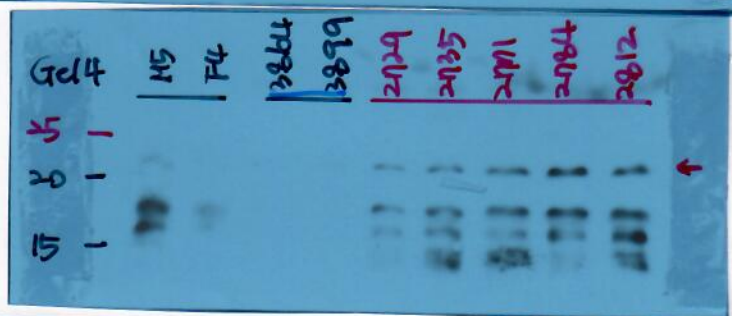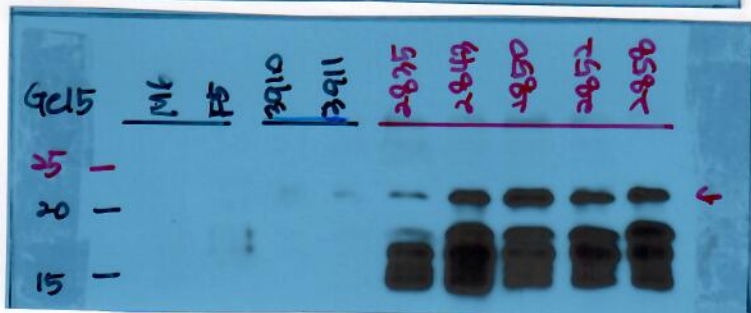

20150903 develop. 1min.30sec Exposure.

<17

정당화처리한 TAGLN2 72. (Serum)

① 722 Normal 41 키오스 (Normal)

② 암환자 48 키오스 (cancer)

✓ serum 3μl loading

✓ 12% SDS-PAGE

✓ 5% BSA blocking - 3hrs. RT.

✓ Santacruz mouse TAGLN2 Ab. - 4°C. O/N.

✓ Blue : Normal

✓ Red : cancer

7/27 Gel 1

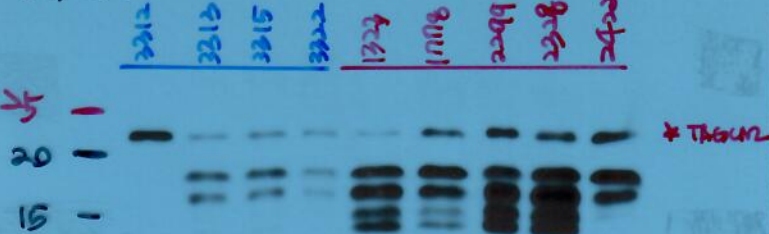

7/27 Gel 2

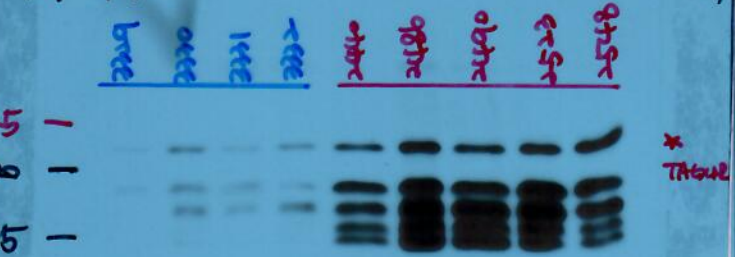

<2

2015.9.27 develop. 1min.30sec Exposure

<77

7/30 Gel 1

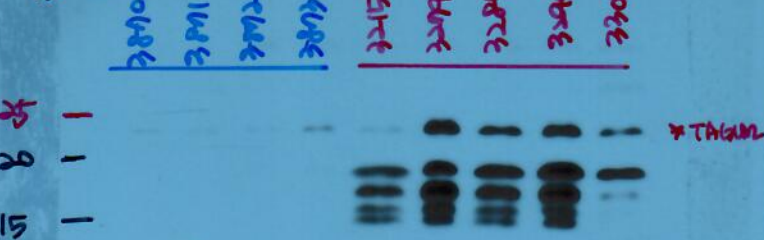

7/27 Gel 3

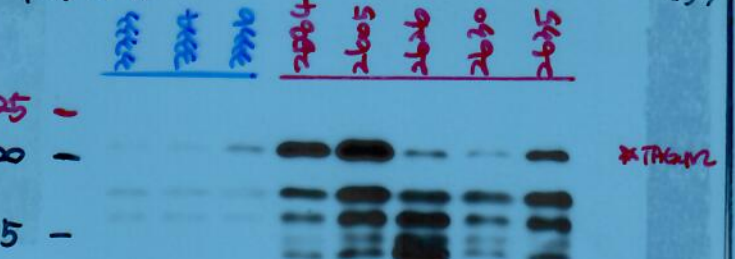

<3

7/30 Gel 2

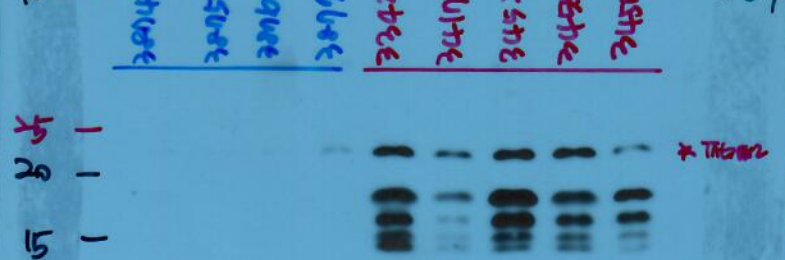

<87

7/27 Gel 4

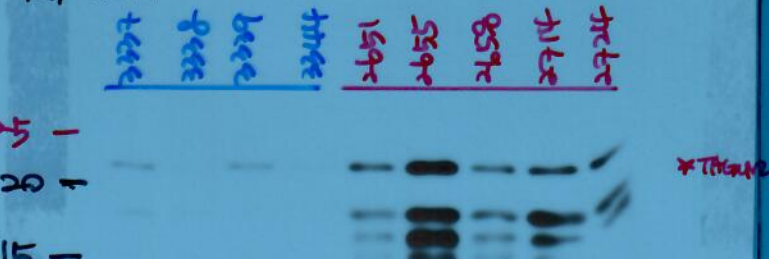

<4

7/30 Gel 3

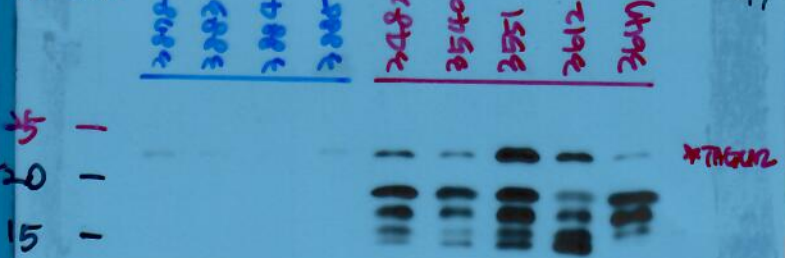

<97

7/27 Gel 5

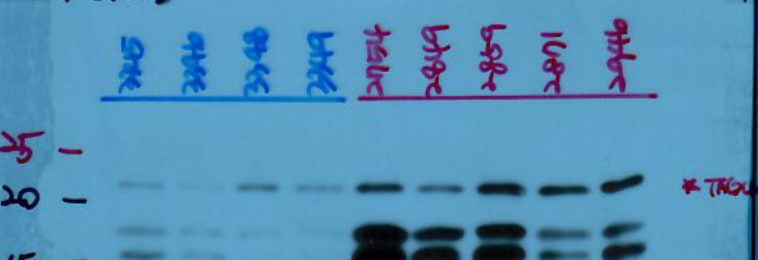

<5

7/30 Gel 4

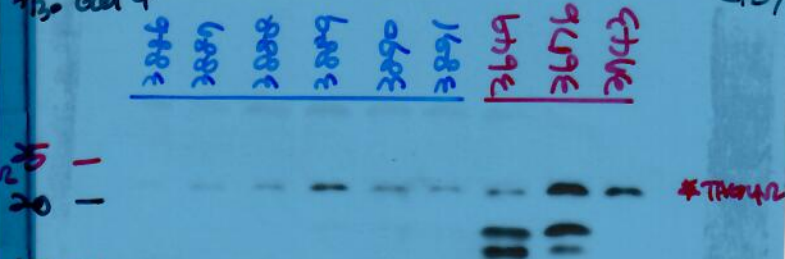

<107

7/27 Gel 6

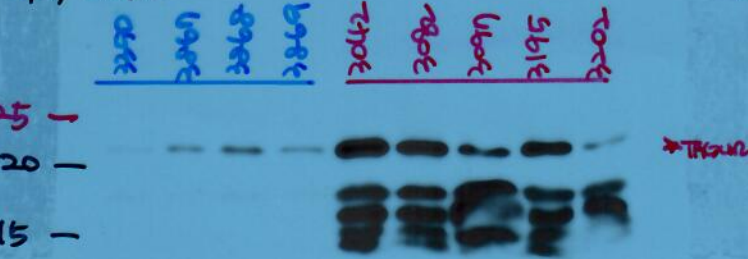

<67

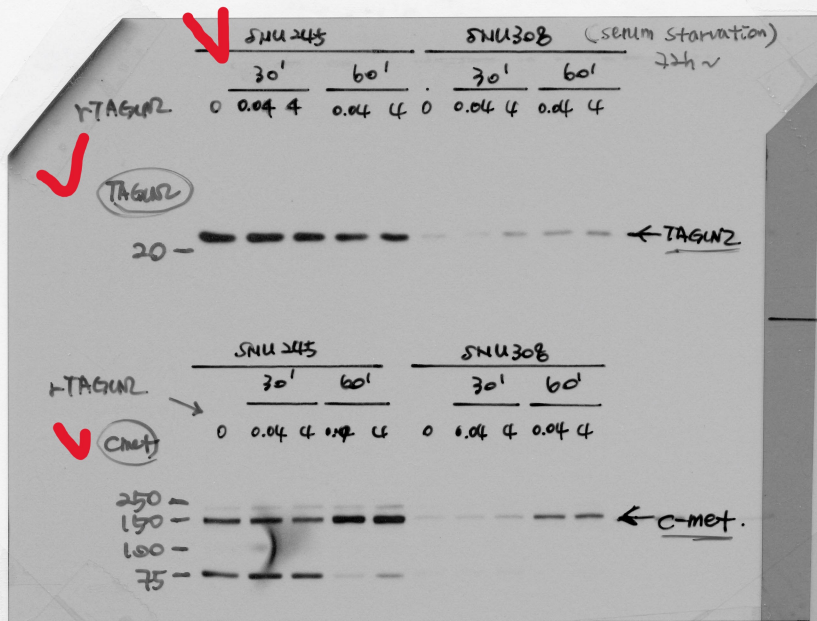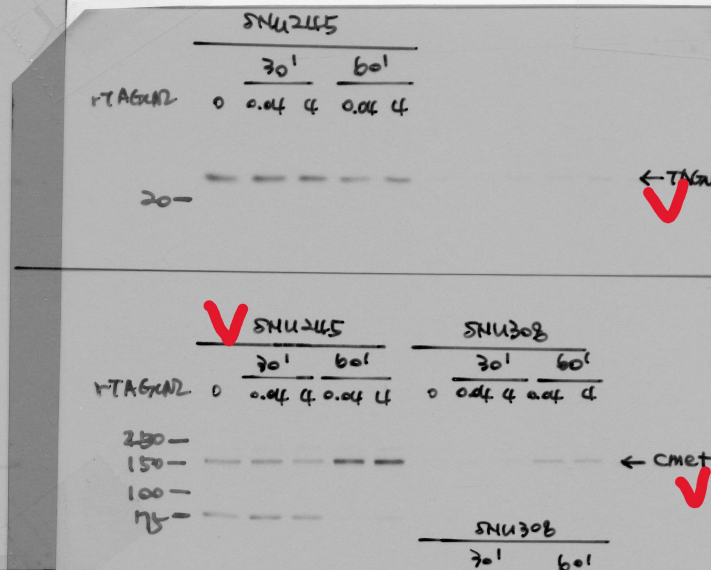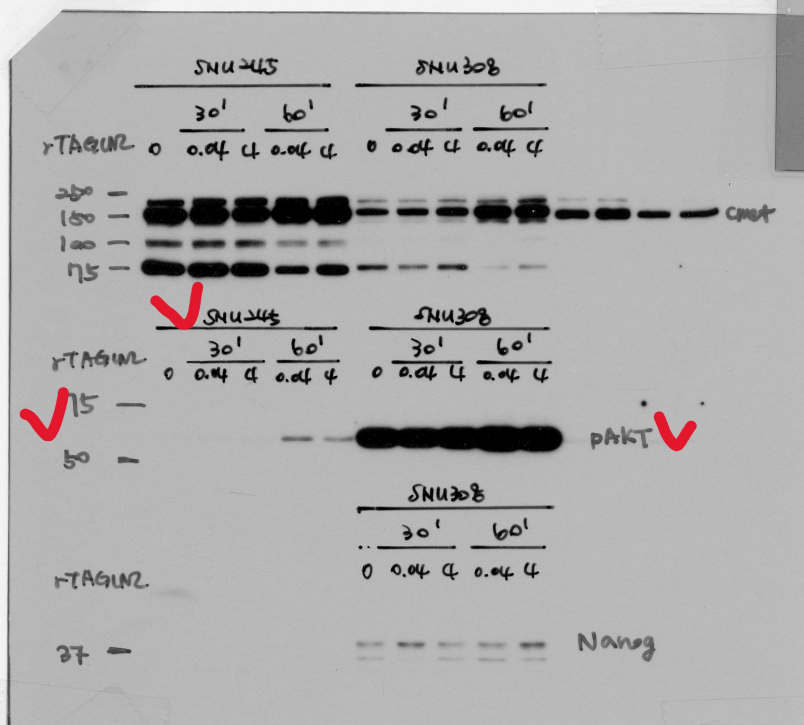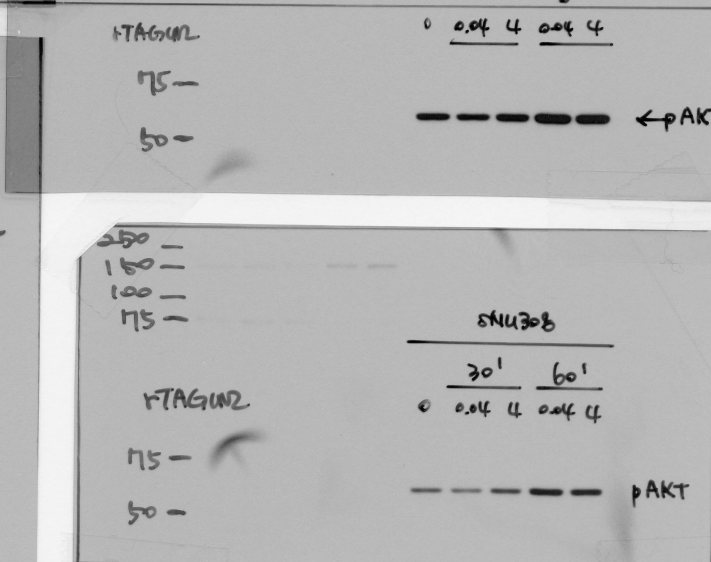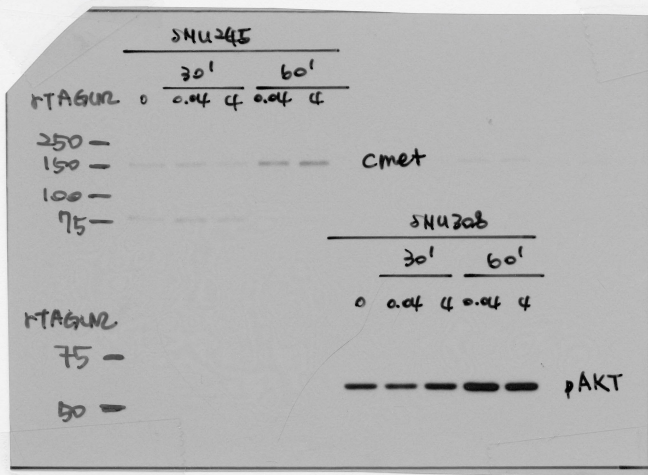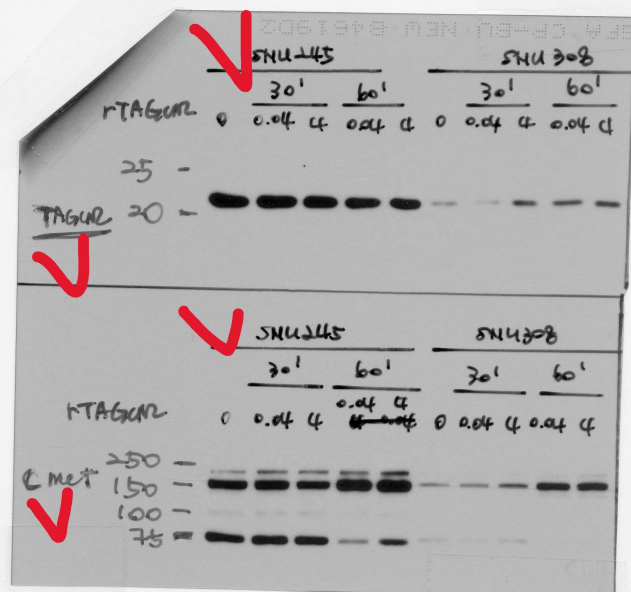

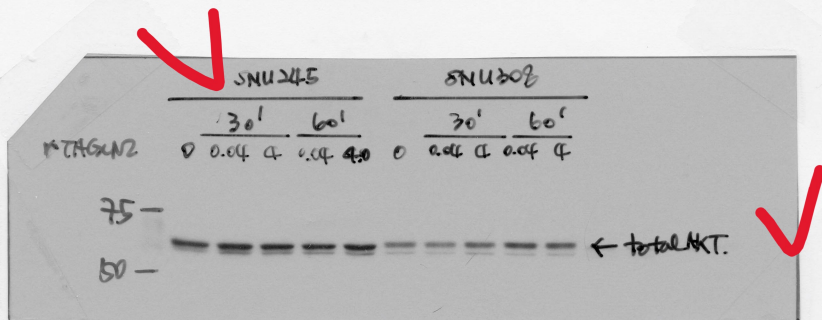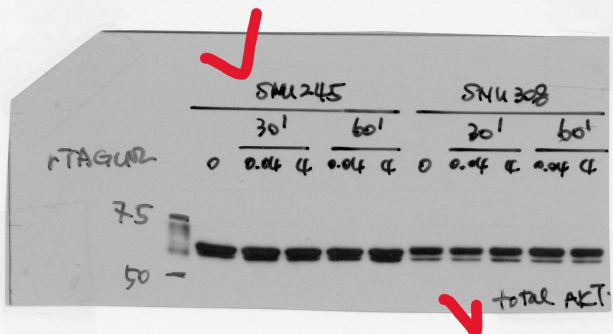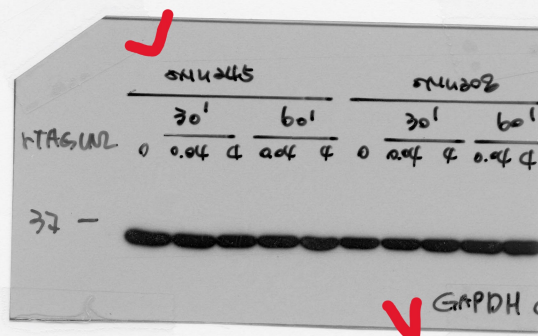

2023-11-22

SNU308. SNU869. - Adherent vs Sphere

1st revision 11/23

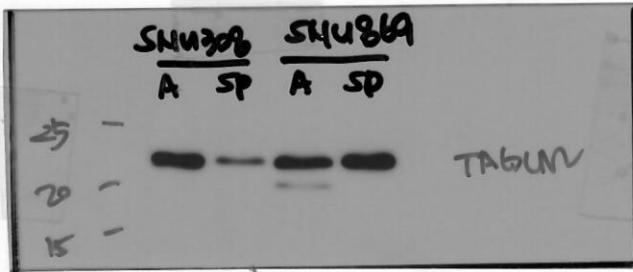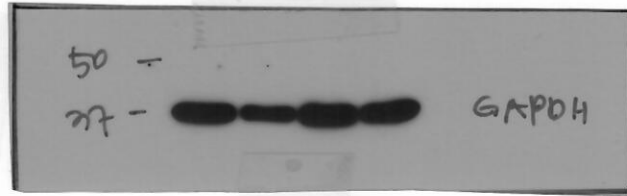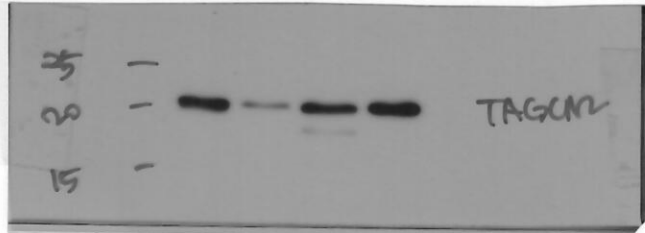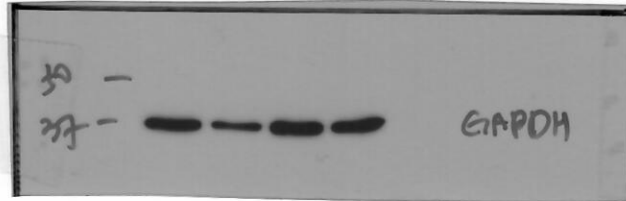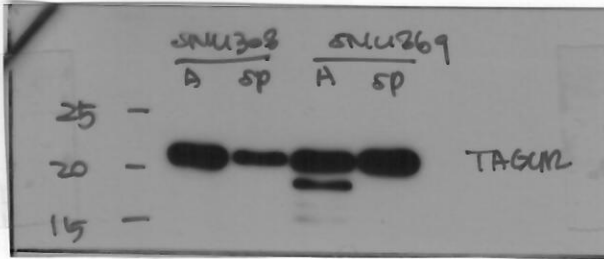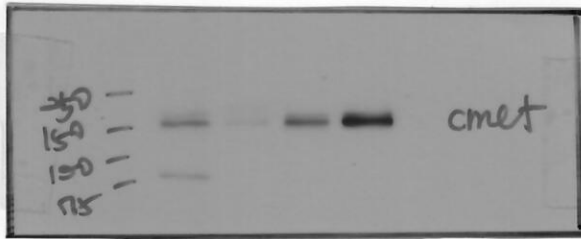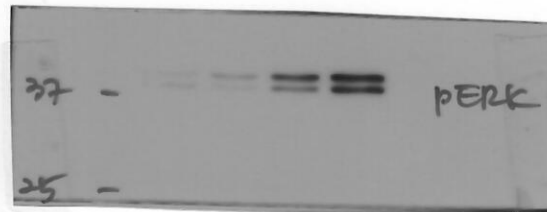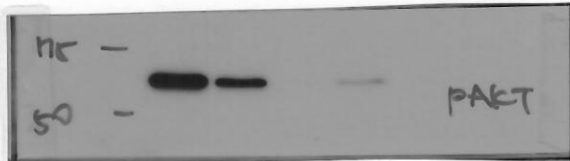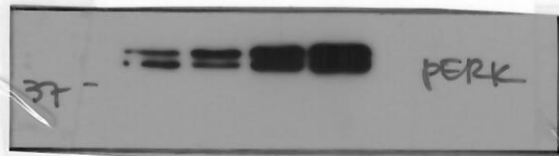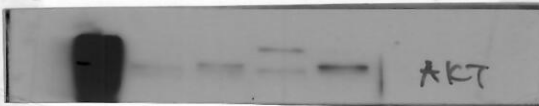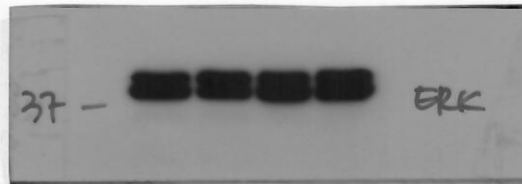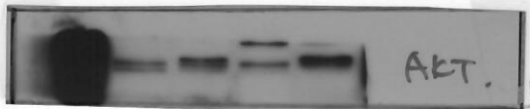

2024-01-17

SNU308 - SNU869 - Adherent vs sphere.

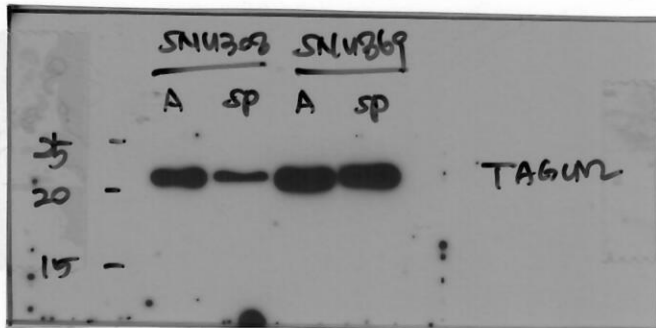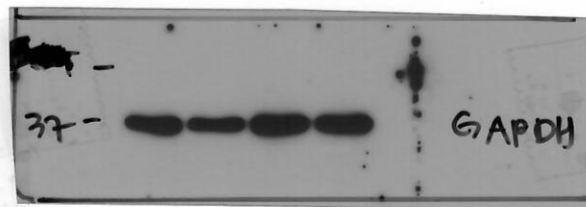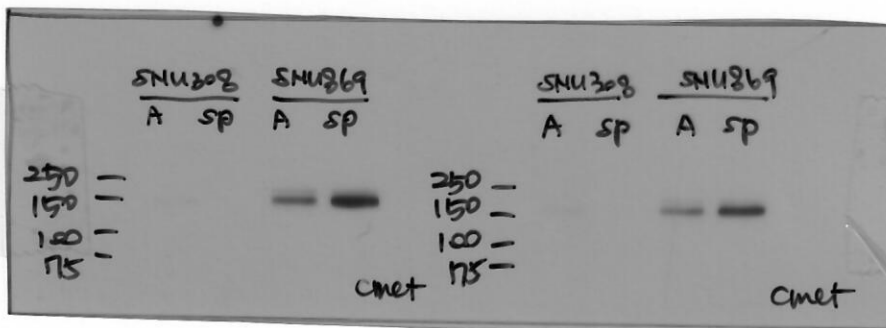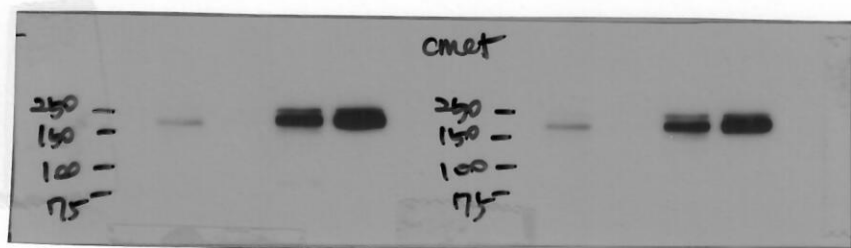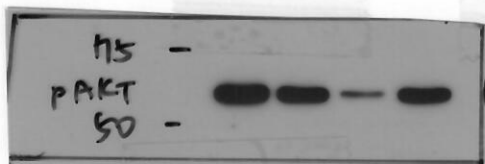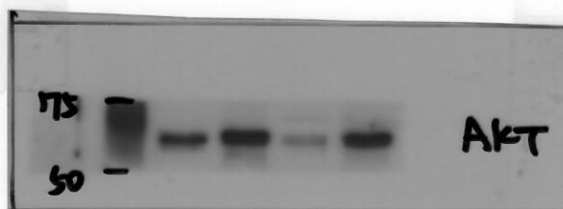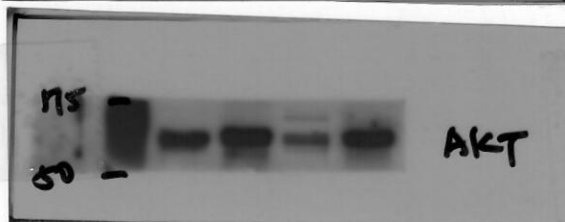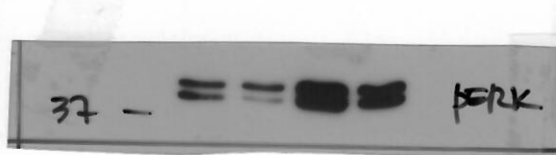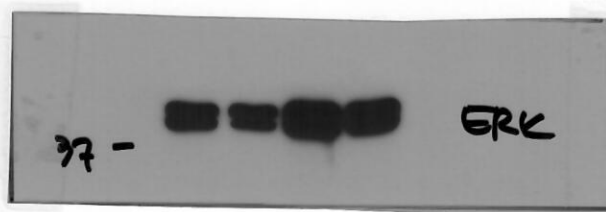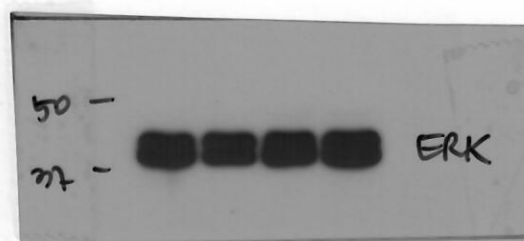

**Supplement:** Supplementary file 3 — Supplementary Material 3

How the deposited data were processed for this re-analysis (not part of the article)

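Gene expression was measured in 2 BTC cell lines, SNU245 and SNU1196, as adherent cells and as spheres, with 2 replicates of each, on 8 Affymetrix U133 Plus 2.0 arrays. The methods state that 6 µg of RNA per sample was used, that the signals came from Expression Console 1.1 with the MAS5 algorithm, and that spheres and adherent controls were collected after 7 days. The log2 values, as deposited by the authors, were made from the scanned arrays with this software and algorithm per the methods, and give a signal for each of 54675 probe sets per array, of which 62 are controls. They lie between 2.07 and 14.6, with array medians of 5.09 to 5.23. The analysis plan, with its tests, gene lists, rule for naming genes and alternatives, was set before the data were examined, and it took the values to be linear MAS5 signals. As they are already on a log2 scale, no further log was taken and no array was rescaled. Which summary gave this scale is not settled here, so the values are signals as supplied and not a known form of MAS5. Nothing states that the replicates are separate cultures, or what the replicate numbers stand for.

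Probe sets were named from the annotation of the array, and symbols were updated through Entrez ids to the gene names of GRCh38.p14, which changed 0 symbols. Of the probe sets, 41091 had 1 symbol (41037 matched by Entrez id and 54 not), and 1801 with several symbols and 11721 with none were left out. Kept were probe sets with a mean over all arrays above 5.18, the median of these means, and each gene was represented by its probe set with the highest mean. Of 19775 genes with a probe set, 13084 were tested. POU5F1 has no probe set with exactly 1 symbol, and NANOG, CDH2, FAP and PROM1 are below the filter. Background was the 95th percentile of 135 olfactory receptor probe sets, 5.82 to 6.19 on the arrays and 6.03 on average. For 3078 tested genes the means of both cultures were below it in 1 line or more.

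Spheres were compared with adherent cells in each line, and the changes between the lines by their interaction, in 1 limma fit of the 4 groups (R 4.3.3, limma 3.58.1, data.table 1.17.8; eBayes with a trend, 4 residual degrees of freedom and 3.70 prior ones). P-values of each comparison were adjusted by Benjamini and Hochberg, with a threshold of 0.05. A p called unadjusted is limma's unless a t-test is named. SEs are the fit's, apart from those of TAGLN2 after scaling, which are from the arrays of each line. Chance shares of overlaps take the lists of the 2 lines as independent. Of 36 gene lists in the plan, the 32 with 5 or more tested genes were tested by camera with its preset correlation of 0.01, with an estimated correlation, and by fry, each adjusted over the lists. Lists of other cell types were among them, and all lists were written from general knowledge, apart from 3 that hold genes the paper names.

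The genes named in the text follow the rule of the plan: every gene the paper names for these cells; for each line the 10 largest rises and falls past the test; for both lines together the 10 largest by the smaller change; and from each list described 2 to 4 members past the test, or else the 2 with the highest mean signal. For both lines together the rule was read as having no condition on p, with genes at background in a line left out. Where a list is given with 1 gene, the other is given elsewhere or was left out for length. Other genes named were chosen after their values were seen, among them those that passed over their list alone or under a single setting.

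Precision is limited by the 2 arrays per group and by unequal spread, with a median SD within groups of 0.406 in SNU245 and 0.123 in SNU1196. The tests were run on simulated data of 13084 genes, of which 200 were changed. With the spread of each line, the fit of all arrays recovered 29.9%, 64.2% and 87.9% of genes changed 2-, 4- and 8-fold in SNU245, with 181 false calls (59.9% of its calls), and 4.48%, 61.2% and 74.2% in SNU1196, with 0 false. Each line fitted alone recovered 0 genes in SNU245, and 55.2%, 86.6% and 93.9% in SNU1196, with 2 false calls (1.26%). With an equal spread, the fit of all arrays recovered 8.96%, 61.2% and 78.8% in SNU245, with 8 false calls (7.48%), and 5.97%, 64.2% and 62.1% in SNU1196, with 2 (2.22%). On these simulated data the common spread thus makes calls too easy in SNU245 and too hard in SNU1196. The same fit of the real arrays made 0 calls in SNU245, so the simulated data do not match them in every way.

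The alternatives in the plan were quantile normalization, median centring, an offset of 32 on the linear scale, no filter, a filter at the olfactory level, the mean of a gene's probe sets, leaving out each array in turn, eBayes without a trend, a replicate block, each line fitted alone, a t-test with and without adjustment, folds from means of linear signals and folds above 1.5 and 2, and for the lists the other tests named above. Where an array was left out, the lone array of its group was assumed to vary like the other groups. Added after the data were seen were array weights, each line alone with a replicate block, these blocks crossed in SNU1196, a test of each probe set, and fits and lists with only genes above background. The list test of the difference between the lines and the tests of other splits of the arrays were also added then. Arrays of patient tissue, which enter Fig. 1E, were not analysed here.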

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

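The list tests of the difference between the lines were chosen only after the results of the single lines were seen.

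The change of LGR5 in spheres differs between the lines by −3.87 (log2, SNU1196 minus SNU245; interaction in limma, adjusted p = 0.0336), from 2.50 in SNU245 and −1.37 in SNU1196, and in each line both sphere arrays lie on the same side of both adherent arrays. Each of these changes has a culture below the background of 6.03 (4.77 in adherent SNU245 cells and 4.92 in SNU1196 spheres), so −3.87 is a difference of signals and not a measured fold. It is the only gene of 13084 that passed this test, and 406 had an unadjusted p under 0.05. Without any 1 of the 8 arrays, 0 genes passed. No technical or biological explanation of this difference was tested.

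Of 32 gene lists, 14 differed between the lines by camera, 8 with the higher change in SNU1196 and 6 with the higher change in SNU245; with an estimated correlation 0 differed (adjusted p = 0.299 to 0.603 for the 14), and in fry 0. The median of the difference, SNU1196 minus SNU245, was 0.57 for epithelial junction genes (adjusted p = 6.04e-07), 0.89 for integrins and laminins (0.000367), 0.53 for ERK output (0.000105), 0.52 for squamous differentiation (0.000367), 0.39 for YAP targets (0.0168), 0.32 for the interferon response (0.0273), 0.26 for MET, AKT and ERK members (0.0387) and 0.15 for biliary and mucin genes (0.0168). It was −0.90 for the unfolded protein response (6.04e-07), −0.59 for DNA replication (2.32e-08), −0.50 for metallothioneins (0.0273), −0.32 for mitosis (0.00271), −0.30 for NRF2 targets (0.0168) and −0.20 for the respiratory chain (0.0168). These medians include tested genes that are at background in a line. The YAP targets fell in both lines, so their difference is one of size.

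Signals in genes that the paper does not discuss appear in both lines. YAP target genes had medians of −0.82 in SNU245 and −0.44 in SNU1196, hypoxia and glycolysis genes 0.28 and 0.23, and cholesterol synthesis genes 0.52 and 0.42. Each of these passed by camera with its preset correlation, and none with an estimated correlation. With each line fitted alone, splits of the SNU245 arrays that do not part the cultures shared 8 and 4 lists with the SNU1196 change, against 5 for the cultures. Of these, 6 and 4 had the same direction, against 4 for the cultures, but the sign of the other splits is arbitrary. The sharing is thus not particular to the cultures.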

How the results depend on the processing

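The fits with array weights, with each line alone and a replicate block, with crossed blocks, of each probe set and of only genes above background were chosen after the data were seen. TAGLN2 stayed higher in spheres of both lines under every setting run; without 1 array its change was 0.28 to 1.13 in SNU245 and 0.48 to 0.65 in SNU1196. It passed in SNU1196 alone (0.56, adjusted p = 0.0145) and by the t-test before adjustment (0.56), and not after adjustment, with array weights or with each line alone and a replicate block (adjusted p = 0.472, 0.0562 and 0.0701). Genes higher and lower in SNU245 were 2 and 1 with quantile normalization and with the mean of probe sets (CA6 and LGR5; SPINK1), 5 and 3 with an offset of 32, 4 and 3 without a filter, 5 and 5 with a replicate block (CA6, CTSC, DKK4, LGR5 and SERPINI1; ANXA1, DKK1, ETS1, LYST and SPINK1), and 0 to 84 and 0 to 349 without 1 array. In SNU1196 they were 158 and 162 alone and 106 and 80 with array weights. In the fit of all arrays with the replicate block crossed in SNU1196, they were 0 and 0 in each line. Each line alone with a replicate block gave 3 and 1 in SNU245 (DKK4, LGR5, SERPINI1; ETS1), 67 and 51 in SNU1196 and 1 lower in both lines (ETS1); with the blocks crossed in SNU1196, these were 3 and 1, 768 and 1534, and 1. The t-test before adjustment gave 180 and 149, 621 and 699, and 12 and 14 in both lines, and after it 1 lower in SNU1196 (FTL). Genes that differ between the lines were 3 with the offset and without a filter (LGR5, APCDD1 and CD36), and 0 with the olfactory filter, the mean of probe sets, eBayes without trend, either replicate block, each probe set or any 1 array left out. Genes over 1.2-fold in SNU245, SNU1196 and both were 3642, 1453 and 539 with quantile normalization, 2392, 685 and 221 with the offset, 911, 156 and 29 at 1.5-fold and 196, 41 and 8 at 2-fold; without 1 array they were 3046 to 4915, 1109 to 1576 and 295 to 495. Lists that shifted in SNU245 and SNU1196 were 0 and 0 with an estimated correlation, 1 and 0 in fry, and 7 to 13 and 11 to 14 without 1 array. The replicate numbers are not known to pair the samples: the difference between the numbers in adherent cells correlates with that in spheres at 0.518 across genes in SNU245 and −0.391 in SNU1196. Of the values of these results under the alternatives, 231 kept their direction and side of the threshold or stayed within 1.5 times. A further 31 moved more, and 41 gained calls where the fit of all arrays had none. Many of the 231 are counts of 0 that stayed 0. The 31 include the lists that shifted, which fell from 12 in each line to 0 with an estimated correlation. No result that passed its test reversed, but no gene had passed in either line in the fit of all arrays. With only genes above background, 12 and 11 lists shifted and 270 genes were over 1.2-fold in both lines. The cause of each change was not tested, apart from the folds of 1.5 and 2, which are stricter by construction. Signal limits what can be said of 3078 genes below background in a line.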

Differences from the paper's values

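No value the paper states for these arrays differs from the one here by the criteria used. The paper's folds of TAGLN2 in spheres are 1.7 in SNU245 and 1.5 in SNU1196, and those here are 1.63 and 1.48. The paper's text gives no test for its array folds. TAGLN2 passed no test in the fit of all arrays, and it passed as higher in SNU1196 in the fit of that line alone (adjusted p = 0.0145), by the t-test before adjustment, and in the fit of that line alone with crossed replicate blocks, which was chosen after the values were seen.

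The paper reports 9 marker genes as upregulated in spheres (Fig. 1B) and states that the arrays bore this out. Over the 9, the arrays gave 3 higher and 4 lower in SNU245 and 3 higher and 4 lower in SNU1196, with 2 at background in each line, and none passed. Higher were IHH (log2 change 0.18), FZD7 (0.02) and THY1 (0.26) in SNU245, and CTNNB1 (0.08), NOTCH3 (0.34) and CD24 (0.03) in SNU1196. Lower were CTNNB1 (−0.03), NOTCH3 (−0.85), MET (−0.40) and CD24 (−0.61) in SNU245, and IHH (−0.12), FZD7 (−0.34), MET (−0.75) and VIM (−0.04) in SNU1196. Probe sets higher in SNU245 and in SNU1196 spheres were 2 and 1 of 2 for IHH, 1 and 0 of 1 for GLI1, 2 and 0 of 2 for FZD7, 1 and 2 of 3 for CTNNB1, 1 and 2 of 2 for NOTCH3, 2 and 0 of 4 for MET, 0 and 2 of 6 for CD24, 1 and 1 of 2 for VIM and 3 and 2 of 3 for THY1; the mean signals of the GLI1 and THY1 probe sets and of 1 each for CTNNB1, NOTCH3 and VIM lie below background. More genes were higher than lower in both lines with quantile normalization (4 and 3 in each), in SNU245 with the mean of probe sets (5 and 2) and without SNU245 adherent replicate 2 (4 and 3), and in SNU1196 with an offset of 32 and without SNU1196 adherent replicate 2 or SNU1196 sphere replicate 2 (4 and 3 in each). Without either of these SNU1196 arrays, the higher genes include IHH only through its other probe set, which is below background in both cultures of that line. Large changes reverse too: MET in SNU245 was 0.10 with the mean of its probe sets and 0.26 without SNU245 sphere replicate 1, and NOTCH3 in SNU245 was 0.18 without SNU245 adherent replicate 2. Over the settings run with each gene as the unit, the only one that called any of the 9 as higher was the fit of SNU1196 alone with crossed replicate blocks, chosen after the values were seen, which called NOTCH3 higher in SNU1196 and FZD7 and MET lower. MET was called lower in SNU1196 in the fit of that line alone (adjusted p = 0.0052), with array weights, and with that line alone and a replicate block, and MET and FZD7 by the t-test before adjustment.

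Fig. 1E counts genes that pass 1.2-fold in spheres and 2-fold in BTC tissues, so its counts have no counterpart among the 343 genes over 1.2-fold in both lines here, for which tissue was not used.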

Other observations

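All tests of explanations below were chosen after the results they bear on were seen, apart from the test of scaling between arrays over both lines, and the genes named for SNU1196 alone were chosen after their values were seen.

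In the fit of the 4 SNU1196 arrays alone, 320 genes passed, 158 higher and 162 lower in spheres, and 63.1% of them had the same direction in SNU245. Carcinoembryonic antigens rose, with CEACAM5 at 2.16, CEACAM1 at 2.10 and CEACAM6 at 1.92 (log2), against −0.62, −1.10 and −0.29 in SNU245. CEACAM6 and DSG3 in adherent SNU1196 cells and MGP in SNU245 spheres lie below background. The matrix protein MGP (1.96, against −1.56 in SNU245), the phospholipase PLA2G4A (2.37), the kallikrein KLK11 (1.91) and the secreted defence proteins LCN2 (1.59) and SLPI (1.24) rose too, as did the desmoglein DSG3 (1.37). All 7 metallothioneins passed as lower, MT1M by −1.70, with 7 of 18 NRF2 targets, 6 of 18 amino acid response genes and 6 of 18 YAP targets. Of 18 cholesterol synthesis genes 7 were higher, and of 23 hypoxia and glycolysis genes 6. These differences between the lines were not tested gene by gene in this fit. Its calls depend on the spread of 4 arrays, with 2 residual degrees of freedom.

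In SNU245, several genes of Wnt signaling had large differences in spheres that did not pass in the fit of all arrays. LGR5 was at 2.50 and the antagonist DKK4 at 3.38 (adjusted p = 0.354), each with adherent cells below background, AXIN2 at 1.25 (0.678) and DKK1 at −2.50 (0.380). Whether LGR5, DKK4 and DKK1 pass depends on the setting. These genes were chosen after their values were seen. The 26 genes of the Wnt list as a whole did not shift.

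Proteins that the paper studies elsewhere were also read. KRT7 was −1.27 in SNU245 (adjusted p = 0.312) and 0.06 in SNU1196, ABCG2 0.75 and −0.37, EGFR −1.60 and −0.54, OCLN −0.84 and −0.11, AKT1 0.25 and 0.16, MAPK3 −0.53 and 0.35, and CD44 0.17 and −0.0026. MKI67 was −0.11 and −0.32, GAPDH 0.28 and 0.07, and ACTB −0.23 and −0.12. The list of 22 genes to which these belong had medians of −0.09 and −0.08 (camera, adjusted p = 0.595 and 0.787). P53 targets (−0.17 and −0.05; 0.193 and 0.569), NF-kB and chemokine genes (−0.16 and −0.23; 0.193 and 0.121) and fibroblast markers (0.08 and 0.00061; 0.539 and 0.787) did not pass. Lists with under 5 tested genes were not tested: other genes of Fig. 1B (−0.06 and 0.04; HES1 0.11 and 0.19), stemness factors (0.05 and −0.13), immune cell markers (−0.35 and 0.30) and endothelial markers (0.05 and 0.07).

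The SNU245 arrays part by replicate number more than by culture, with 9191 genes over 1.2-fold either way against 6389. An array that stands apart, sphere replicate 1, is argued against as the whole cause by the correlation of 0.518 between the differences of the numbers in adherent cells and in spheres. A part of it stays open. That array had a hybridization control signal of 11.72, against 10.62 to 10.84 on the other arrays, and an 18S rRNA signal of 8.47, against 5.41 to 6.97. The hybridization control signal was 10.80 and 10.68 on SNU245 adherent replicates 1 and 2. Labelling or hybridization of the numbers apart stays open: the poly-A spikes, added before labelling, were 1.56 higher in replicate 1 (1.21 in adherent cells and 1.92 in spheres), against 0.51 between cultures. It may explain the split. No biological explanation was tested.

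The SNU1196 arrays pair across the replicate numbers, adherent 1 with sphere 2 and adherent 2 with sphere 1, with 2005 genes over 1.2-fold between these pairs. Exchanged labels of an adherent and a sphere array stay open: the labelled change correlates with that of SNU245 at 0.206 and the difference between the pairs at −0.111. Splits of the SNU245 arrays that do not part the cultures reach 0.195 and −0.145 with the labelled change. A correlation of the size of 0.206 thus does not mark a change of culture. More genes differ over 1.2-fold by labelled culture (2923) than between the pairs (2005). In the line alone, 320 genes and 15 lists passed by labelled culture, against 0 and 0 between the pairs. In SNU245 the split by replicate number also moved more genes than culture and passed 13 lists, against 12. The larger split need therefore not be the culture, though both of these SNU245 splits passed 0 genes. The paper's blots show more TAGLN2 and cMET in spheres (Fig. 1C). On the labelled SNU1196 arrays TAGLN2 was higher (0.56) and MET lower (−0.75), so these genes do not decide it. A difference in labelling between the pairs stays open as well and may explain them: the gap between 3 prime and 5 prime poly-A spikes differs by 0.76, with 1.00 and 1.02 in 1 pair and 1.63 and 1.91 in the other. No biological explanation was tested.

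TAGLN2 was higher in spheres of both lines without passing the test. The replicate numbers of SNU245 are argued against, as the smaller change within a number was 0.68. Scaling between arrays is argued against for SNU1196, where quantile normalization and median centring left changes of 0.58 and 0.53, past 1.2-fold by more than their SEs of 0.13 and 0.077. In SNU245 these scalings left the change nearly as it was (0.72 and 0.67, against 0.71). The scalings thus removed little of the difference seen on these arrays. With SEs of 0.56 and 0.53 from the arrays of that line, it is not past 1.2-fold by more than its spread. Within replicate numbers 1 and 2 of SNU245, the changes before scaling were 0.68 and 0.73, but the numbers are not known to pair the samples. Scaling stays open there only because that spread leaves it undecided whether a change past 1.2-fold remains. The signal of 1 probe set stays open: the smaller change of the other probe set was 0.57, which does not clear 1.2-fold by more than its spread. The change of culture, which the design names, was not tested apart from these and may explain the higher signal, as may chance, given the spread between arrays.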
